# Amphiregulin and Epiregulin Confer Radioresistance in Esophageal Squamous Cell Carcinoma Through Oxidative Phosphorylation

**DOI:** 10.1002/advs.202507524

**Published:** 2025-11-09

**Authors:** Zhang Lin, Meilian Yao, Xin Xu, Dong Zhang, Lei Xu, Ling Rong, Xiaohang Wang, Yi Duan, Chengkun Chen, Jun Gu, Yao Zhang, Qiang Liu, Qing Ye, Gaoping Cui, Yujun Hao, Xiumei Ma

**Keywords:** esophageal squamous cell carcinoma, neoadjuvant chemoradiotherapy, OXPHOS, CEBPB, AREG, EREG

## Abstract

Neoadjuvant chemoradiotherapy (nCRT) improves outcomes for locally advanced esophageal squamous cell carcinoma (ESCC) but exhibits variable efficacy due to heterogeneous radiosensitivity. In this study, metabolic profiling of 59 ESCC patients revealed significant alterations in tricarboxylic acid cycle (TCA) cycle intermediates in pathological complete responders (pCR) vs. non‐responders (non‐pCR) ESCC patients after nCRT. Functional experiments demonstrated that radioresistant ESCC cells (KYSE410R) exhibited elevated OXPHOS activity, which is reversed by targeting TCA cycle enzymes (CPI‐613 (Devimistat), fumarate hydratase‐IN‐1 (FH‐IN‐1), etc.) or Oxidative phosphorylation (OXPHOS) inhibitors (IACS‐010759, Rotenone, etc.). Irradiation‐induced CCAAT Enhancer Binding Protein Beta (CEBPB) upregulated AREG/EREG expression, activating the ERBB/mTOR pathway to promote OXPHOS flux. Knockdown of CEBPB/AREG/EREG disrupted OXPHOS and sensitized ESCC cells to radiation. Clinically, high Amphiregulin/Epiregulin (AREG/EREG) levels correlated with nCRT resistance and poor prognosis. Collectively, the CEBPB/AREG/EREG axis drives radioresistance by reprogramming OXPHOS, suggesting inhibition of this pathway or OXPHOS itself as a promising strategy to enhance ESCC therapeutic responses.

## 1 Introduction

Esophageal carcinoma (ESCA) ranks as the eleventh most prevalent malignancy worldwide and represents the seventh leading cause of cancer‐associated mortality,^[^ ^1^ ^]^ and esophageal squamous cell carcinoma (ESCC) accounts for 80% of all esophageal cancers in East Asian.^[^ ^2^, ^3^ ^]^ Neoadjuvant chemoradiotherapy (nCRT) followed by surgery is a standard approach for locally advanced ESCC. However, the efficacy of nCRT for ESCC varies greatly among individuals. Up to 30–50% of nCRT patients achieve pathological complete response (pCR) and long‐term survival,^[^ ^4^, ^5^ ^]^ while a considerable number of patients experience short‐term recurrence or even progression disease.^[^ ^6^ ^]^ Notably, emerging evidence suggests similar overall survival outcomes between patients achieving clinical complete response who decline surgery and those undergoing standard surgical resection after nCRT,^[^ ^7^, ^8^, ^9^, ^10^ ^]^ suggesting that extended nCRT can be a feasible approach for organ preservation of these patients. Given the critical role of irradiation (IR) in optimizing the efficacy of nCRT, there is growing emphasis on elucidating the molecular mechanisms and identifying predictive biomarkers of radiosensitivity in ESCC patients.

Metabolic reprogramming, a hallmark of cancer, enables ESCC cells to develop radioresistance through adaptive plasticity. The glycolysis pathway appears particularly crucial for IR response. IR‐induced upregulation of glycolytic enzymes (glucose transporter 1(GLUT1), hexokinase 2 (HK2) and pyruvate dehydrogenase kinase 1 (PDK1)) enhances ESCC glycolytic capacity and radioresistance of cancer cells.^[^ ^11^ ^]^ As a consequence, the accumulation of lactic acid, a major substrate of glycolysis, was correlated with radioresistance.^[^ ^12^ ^]^ High expression of tricarboxylic acid cycle (TCA cycle) enzyme IDH2 (isocitrate dehydrogenase 2) also confers resistance to IR for ESCA.^[^ ^13^ ^]^ Moreover, several metabolites have been identified as biomarkers to predict nCRT response. Xu et al. discovered that three lipids, including octanoylcarnitine, lysoPC (16:1), and decanoylcarnitine in plasma, can predict the nCRT response.^[^ ^14^ ^]^ Fujigaki et al. found that amino acids such as glycine, L‐serine, and L‐arginine can be applied to differentiate nCRT pCR from non‐pCR ESCC patients.^[^ ^15^ ^]^ Nevertheless, Zhang et al. showed that isocitric acid, linoleic acid, citric acid, L‐histidine, and 3′ 4‐dihydroxyhydrocinnamic acid are differentially expressed in nCRT pCR from non‐pCR ESCC patients.^[^ ^16^ ^]^ However, the pivotal metabolic mechanisms for ESCC radioresistance still remain inconclusive.

Radiation‐responsive metabolic pathways are frequently modulated by oncogenic signaling cascades. PI3K/AKT pathway regulates GLUT1 expression to confer the radioresistance of cancer cells, thereby targeting PI3K/AKT/mTOR effectively improves their sensitivity to irradiation.^[^ ^17^, ^18^, ^19^ ^]^ BRAF/ERK1/2 axis modulates lactate dehydrogenase A (LDHA)‐mediated lactate metabolism in prostate cancer radioresponse.^[^ ^20^ ^]^ Hypoxia modulates the expression of multiple glycolytic enzymes to affect the radiotherapy sensitivity of tumor cells.^[^ ^21^, ^22^, ^23^ ^]^ However, how metabolism is regulated by oncogenic signaling in ESCC regarding radioresistance remains poorly characterized.

In this study, we discovered that oxidative phosphorylation (OXPHOS) activity is critical for the radiosensitivity of ESCC. Amphiregulin (AREG) and Epiregulin (EREG), the ligands for ERBB receptors, regulate OXPHOS to confer radioresistance in ESCC. Targeting OXPHOS or ErbB pathways enhances the radiosensitivity of ESCC, and AREG and EREG serve as biomarkers to determine nCRT sensitivity for ESCC patients.

## 2 Results

### 2.1 TCA Cycle Intermediates are Disturbed in nCRT‐Responsive ESCC Patients

According to pathological results of surgical specimens, 59 ESCC patients were evaluated and divided into pCR or non‐pCR groups in response to nCRT (Table S1, Supporting Information). To identify the metabolic differences between nCRT pCR and nCRT non‐pCR ESCC patients, serum samples of a total 59 ESCC patients were collected before (pre‐) and after (post‐) nCRT treatment. Metabolome of serum samples of four groups (pre‐pCR, post‐pCR, pre‐non‐pCR, post‐non‐pCR) was performed with both untargeted ultra‐high‐performance liquid chromatography‐quadrupole time‐of‐flight mass spectrometry (UHPLC‐QTOF MS) and targeted ultra‐high‐performance liquid chromatography‐QTRAP mass spectrometry (UHPLC‐QTRAP MS) metabolomics, and a total ≈300 metabolites were analyzed. The metabolic profiles of four groups were not well‐separated in the unsupervised principal component analysis (PCA) score plots (Figure S1a, Supporting Information). The supervised partial least squares‐discriminant analysis (PLS‐DA) model showed that the pCR group and the non‐pCR group had no obvious differences either pre‐ or post‐nCRT (**Figure** **1**a), however, nCRT treatment tended to differentiate metabolic profiles of both the pCR group and the non‐pCR group (Figure 1a; Figure S1b, Supporting Information). Then metabolic differences of the four groups were further analyzed pairwise with the PLS‐DA model. Consistently, neither pre‐nCRT nor post‐nCRT metabolite profiles were not well‐separated between the pCR group and the non‐pCR group (Figure S1c,d, Supporting Information). However, metabolite profiles were well‐separated between pre‐nCRT and post‐nCRT for both the pCR group and the non‐pCR group (Figure 1b), and permutation tests showed that PLS‐DA models were well fitted (Figure 1c). Most importantly, pCR group showed greater separation than the non‐pCR group in terms of metabolic difference between pre‐nCRT and post‐nCRT (Figure 1b,c), suggesting that nCRT has tremendous influences on the metabolome of ESCC patients, especially for pCR patients.

**Figure 1:**
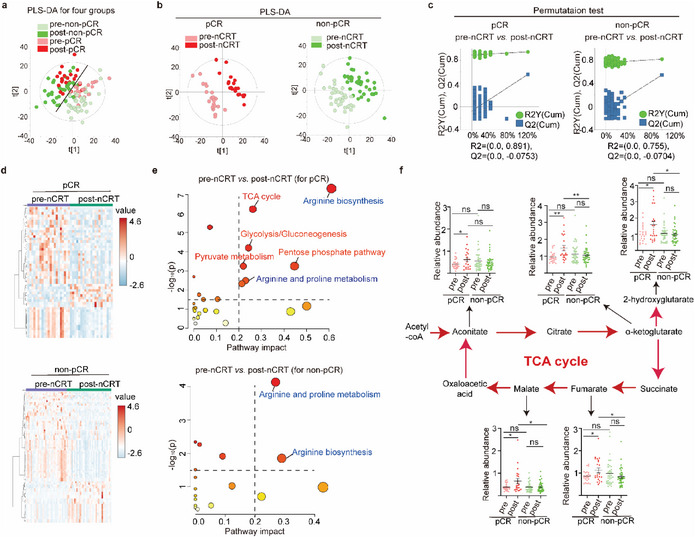
Alterations in TCA cycle intermediates characterize nCRT‐responsive ESCC patients. a–c) Metabolic profiles exhibit stronger nCRT‐induced perturbations in pCR compared to non‐pCR ESCC patients. a) PLS‐DA models comparing serum metabolic profiles across four experimental groups: pre‐pCR (serum from pCR patients before nCRT, *N* = 23), post‐pCR (serum from pCR patients after nCRT, *N* = 23), pre‐non‐pCR (serum from non‐pCR patients before nCRT, *N* = 36), and post‐non‐pCR (serum from non‐pCR patients after nCRT, *N* = 36). b) Stratified PLS‐DA models analyzing pre‐ vs. post‐nCRT metabolic profiles within pCR and non‐pCR cohorts. c) Permutation tests validate PLS‐DA models of (b). d) Heatmaps of differentially expressed metabolites (DEMs) between pre‐nCRT and post‐nCRT in pCR or non‐pCR ESCC patients, respectively. e) KEGG pathway enrichment analyses of DEMs between pre‐nCRT and post‐nCRT in pCR or non‐pCR ESCC patients, respectively. *Y* axis represents ‐lg (*p* value) of pathway analysis. *X* axis represents the impact factor (amount of DEMs enriched in the pathway/amount of all metabolites in the pathway). f) The abundance of TCA cycle intermediates was increased in the pCR group, but not in the non‐pCR group, after nCRT. Student's *t*‐test was used for statistical analyses. Data are presented as mean ± SEM. * *p* < 0.05, ** *p* < 0.01.

To explore the metabolic mechanisms that influence the efficacy of nCRT, the differentially expressed metabolites (DEMs) of pre‐pCR vs. post‐pCR and pre‐non‐pCR vs. post‐non‐pCR were further analyzed, and metabolic pathways were enriched by KEGG (Figure 1d,e; Tables S2 and S3, Supporting Information). Amino acid pathways were disturbed by nCRT for both the pCR and non‐pCR group, such as arginine biosynthesis (Figure 1e; Tables S4 and S5, Supporting Information). Interestingly, the TCA cycle and related pathways, including glycolysis and pyruvate metabolism, were disturbed by nCRT only in the pCR group (Figure 1e; Tables S4 and S5, Supporting Information). The relative abundance of TCA cycle and related intermediates (aconitate, α‐ketoglutarate, malate, fumarate, and 2‐hydroxyglutarate) was increased in the pCR group after nCRT but was not altered in the non‐pCR group after nCRT (Figure 1f), suggesting that the TCA cycle is disturbed in ESCC patients who achieve pathological complete response by nCRT.

### 2.2 Inhibition of OXPHOS Enhances Radiosensitivity of ESCC Cells

The TCA cycle serves as a central hub in mitochondrial OXPHOS for the production of ATP. To elucidate whether the TCA cycle or OXPHOS affects radiotherapy sensitivity, we then generated an isogenic radioresistant cell KYSE410R (410R) by exposing KYSE410 (410) cells to gradient dose irradiation up to a total of 36 Gy (**Figure** **2**a). Consistent with the serum metabolomic signatures in nCRT pCR ESCC patients, IR‐treated parental cells exhibited accumulation of TCA cycle intermediates, whereas IR‐treated radioresistant cells showed no significant changes in these metabolites, which is aligned with the metabolomic profile of nCRT non‐pCR patients (Figure S2a, Supporting Information). Compared with 410 cells, 410R cells showed more oxygen consumption (OCR) (Figure 2b). Oxygen consumption was increased by irradiation in both 410 and 410R cells, but more dramatically in 410R cells (Figure 2b). As a consequence, ATP generation was induced by irradiation, especially in 410R cells (Figure 2c), implying that radioresistant cells might be more dependent on the TCA cycle and OXPHOS. Consistently, inhibitors blocking TCA cycle (CPI‐613 (Devimistat), fumarate hydratase‐IN‐1 (FH‐IN‐1), 3‐nitropropionic acid (3‐NP)) or OXPHOS (IACS‐010759, Rotenone, Gboxin, Antimycin A) increased the radiosensitivity of human esophageal carcinoma cells (Figure 2d,e; Figure S2b, Supporting Information). Notably, OXPHOS inhibitors blocked the entire TCA cycle, resulting in the accumulation of multiple TCA cycle intermediates, which was in line with the metabolite alterations in the serum of nCRT pCR ESCC patients (Figure 2f). However, TCA cycle inhibitor treatment significantly accumulated upstream intermediates but reduced downstream intermediates, which was not consistent with metabolite alteration in the serum of nCRT pCR ESCC patients (Figure S2c, Supporting Information). Thus, nCRT pCR ESCC patients exhibit the blockade of OXPHOS, while sustained OXPHOS activity appears to be a key determinant of nCRT resistance in ESCC.

**Figure 2:**
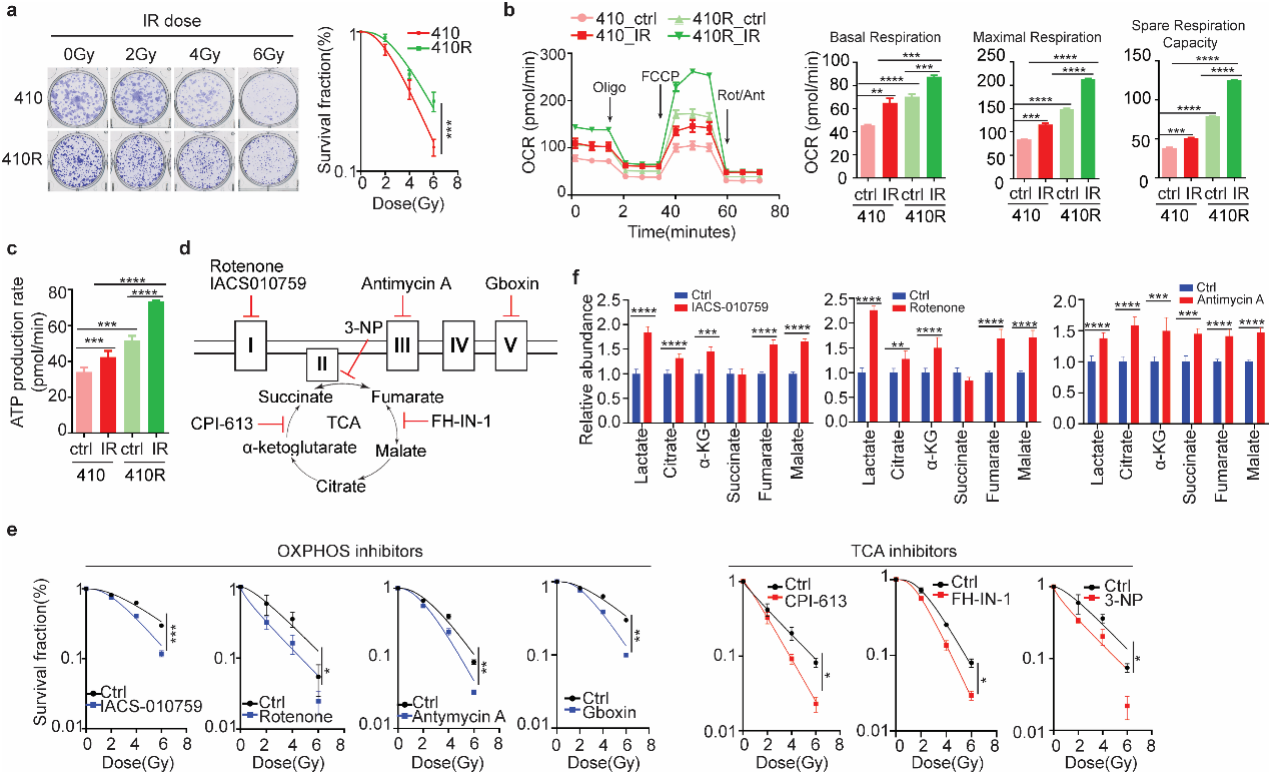
Inhibition of OXPHOS enhances the radiosensitivity of ESCC cells. a) Colony formation survival fractions of parental KYSE410 (410) and radioresistant KYSE410R (410R) cells post‐irradiation. b) Oxygen Consumption Rate (OCR) trace was determined using Seahorse XF96 analyzer. Oligo: oligomycin; FCCP: carbonyl cyanide‐4‐phenyl‐hydrazone; Rot/Ant: Rotenone/Antimycin A. c) ATP generation was analyzed by Seahorse analyzer. d Schematic of inhibitors targeting TCA cycle (CPI‐613, 3‐NP, FH‐IN‐1) and OXPHOS (IACS‐010759, Rotenone, Gboxin, Antimycin A). e) Radiosensitization effects of TCA cycle or OXPHOS inhibitors on KYSE30 cells were assessed by colony formation survival fraction. f) Relative abundance of TCA cycle intermediates in KYSE30 cells with or without OXPHOS inhibitors was analyzed by UHPLC‐QTRAP MS (*N* = 6). Two‐way ANOVA was used for statistical analyses of a, e. Student's *t*‐test was used for b, c, f. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

### 2.3 AREG and EREG Regulate ESCC Radiosensitivity Through OXPHOS

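RNA-seq was performed on KYSE410, an ESCC cell line, and on its radioresistant derivative KYSE410R, which had been selected with a total of 36 Gy. Both lines were sequenced without irradiation and 24 h after 4 Gy (KYSE410_IR and KYSE410R_IR), with 3 libraries in each of the 4 groups and 12 libraries in all. The sample labels number the libraries but do not say that they came from separate cultures, so p-values measure only the spread between these libraries, which may be technical. The submitters' processing notes name RSEM and Bowtie 0.12.2 with the genome builds GRCh38 and mm8, without giving the role of either build. The values deposited by the authors were TPM for 63241 genes, and they sum to 1000000 in each library. TPM keeps no read depth, so the depth of each library is unknown, and the number of genes above 0 TPM ranged from 23871 to 25119 per library. The 16214 genes with at least 1 TPM in at least 3 libraries were compared as log2(TPM + 1) with limma, with the 4 groups in one fit. Fold changes are on this scale, which understates the change of genes with low TPM. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05 and was counted as a DEG when its absolute log2 fold change was also at least 1.2.

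The cell line was the main difference between the libraries. The first principal component held 25.1% of the variance and placed every KYSE410 and KYSE410_IR library on one side and every KYSE410R and KYSE410R_IR library on the other. The second component, with 20.9% of the variance, set KYSE410 replicate 2 apart, at 0.77 against -0.33 to 0.25 for the other 11 libraries. In this library genes of the longest class were higher than in the other KYSE410 libraries, with a median deviation of 0.39 on the log2 scale, and genes of the shortest class had a median deviation of -0.05. When limma was allowed to weight libraries by their spread, KYSE410 replicate 2 received a weight of 0.101 and the others received 0.629 to 2.06. Mitochondrially encoded mRNAs made up 20.3% to 22.4% of the TPM in the KYSE410R_IR libraries and 16.1% to 20.0% in the other libraries.

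**Figure D1:**
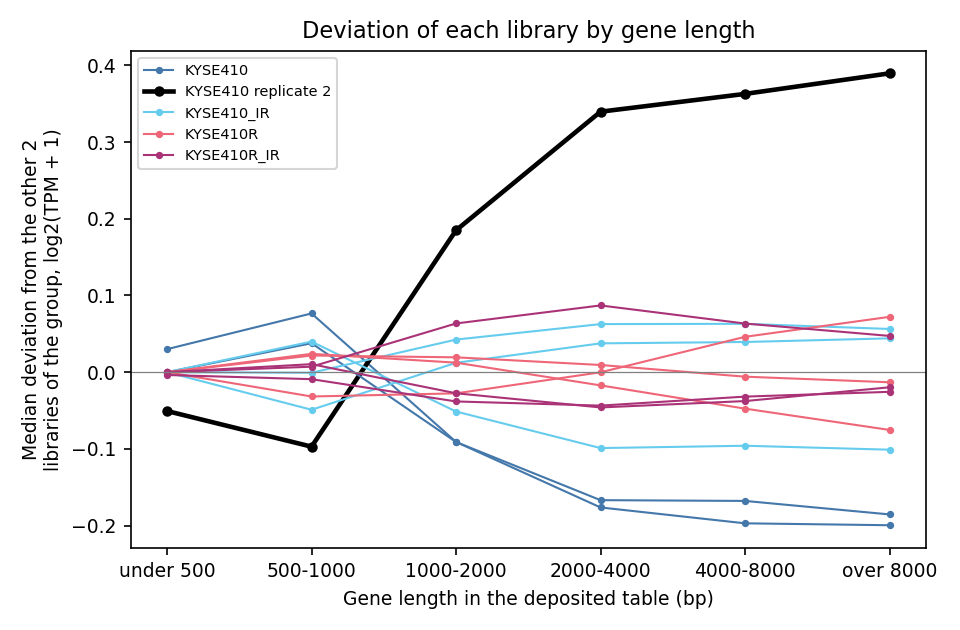
Median deviation (log2(TPM + 1) units) of each library from the mean of the other 2 libraries of its group, by class of gene length in the deposited table, with 1 line per library. KYSE410 replicate 2 climbs to 0.39 in the longest class, while the libraries of the irradiated and KYSE410R groups stay close to 0 in every class.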

To illustrate the underlying mechanism of how OXPHOS is regulated by radiotherapy in ESCC, the transcriptome of KYSE410 and KYSE410R cells before (pre‐) or after (post‐) irradiation (IR) was analyzed (**Figure** **3**a). The Venn diagram illustrated 55 differentially expressed genes (DEGs) in four pairwise comparisons (410R vs. 410, 410_IR vs. 410, 410R_IR vs. 410R, and 410R_IR vs. 410_IR) (Figure 3a). 

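KYSE410R cells differed from KYSE410 cells in the expression of AOC1, IGFBP3, UPK1B and other genes, and many of these differences were also present after IR. Without IR, 82 genes were higher and 88 lower in KYSE410R (170 DEGs). In the irradiated cells 81 genes were higher and 99 lower in KYSE410R_IR than in KYSE410_IR (180 DEGs). Of these, 101 genes were DEGs in both comparisons, 49 higher in both and 52 lower in both, with 0 in opposite directions. These comparisons share no library, and independent lists of these sizes would share 0.41 higher and 0.537 lower genes. AOC1, which encodes the histamine-degrading enzyme diamine oxidase, had the largest rise of the named genes. It went from 4.65 ± 1.87 TPM in KYSE410 (SD, n = 3) to 46.4 ± 7.27 TPM in KYSE410R (SD, n = 3). This is a log2 fold change of 3.11 (SE 0.205, adjusted p = 1.54e-05, limma). IGFBP3, a binding protein of insulin-like growth factors, was higher by 2.31 on the log2 scale (SE 0.129, adjusted p = 3.98e-06, limma). DHRS9, a retinol dehydrogenase, and AQP3, a water and glycerol channel, were higher by 1.83 and 1.82. UPK1B, a uroplakin of the urothelial membrane, fell from 122 ± 15.2 TPM in KYSE410 (SD, n = 3) to 14.5 ± 2.42 TPM in KYSE410R (SD, n = 3), a log2 fold change of -3.003 (SE 0.12, adjusted p = 4.04e-07, limma). The proteoglycan gene SPOCK1, the calcium-binding protein gene CAPS, the COPII coat gene SEC23A and the prostate stem cell antigen gene PSCA were lower, with log2 fold changes of -2.08, -2.01, -1.98 and -1.65. RASA4 (1.85), the readthrough transcript RBM14-RBM4 (1.93) and the pseudogene NPEPPSP1 (-2.65) also ranked among the largest changes, but near-identical copies may share their reads, and RBM14-RBM4 lost its call without KYSE410R replicate 1 or 2 (adjusted p = 0.0614 and 0.0638, limma). In the irradiated cells AKR1B10, an aldo-keto reductase, was higher in KYSE410R_IR by 1.86 on the log2 scale. There the calcium channel subunit gene CACNG6 (-1.96) and MT1E (-2.27), a member of the metallothionein family whose paralogs may share reads, were lower. CCN2, a matricellular protein gene, was also lower (-2.55, SE 0.609), a call lost without KYSE410_IR replicate 2 or 3 or KYSE410R_IR replicate 1 or 3 (adjusted p = 0.0704 to 0.0821, limma).

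Of 40 S phase and E2F target genes, a list fixed with the others before the data were examined, 15 were higher in KYSE410R without IR and none was lower (27 higher when adjusted over the list alone). Among them were the replicative helicase gene MCM7 (0.85), the clamp loader gene RFC2 (0.63) and the cyclin gene CCNE2 (0.71). The median log2 fold change of the list was 0.38, with a camera adjusted p = 1.32e-11 at a preset correlation and adjusted p = 0.977 with an estimated correlation. Of 28 AP-1 and immediate early genes, 9 were higher and none was lower (11 higher when adjusted over the list alone), including FOSL1 (1.61), ETV4 (1.26) and KLF4 (1.26). Of 64 DNA repair genes, 10 were higher and none was lower (10 when adjusted over the list alone), including the end resection factor gene RBBP8 (0.80) and the histone gene H2AX (1.20). The camera adjusted p of these lists was 0.000138 and 0.000833, and adjusted p = 0.977 for both with an estimated correlation. In the irradiated cells fewer genes of these lists passed, with 3 S phase genes higher and 1 lower (3 and 1 when adjusted over the list alone), 5 AP-1 genes higher (6 when adjusted over the list alone), 3 repair genes higher (3 when adjusted over the list alone) and camera adjusted p = 0.128, 0.191 and 0.243. In the irradiated cells 8 of 24 mesenchymal and EMT genes were lower in KYSE410R_IR and 3 were higher (12 and 5 when adjusted over the list alone), with LOXL2 at -1.45, COL5A1 at -1.46 and the receptor kinase gene AXL at -1.19. Of 34 interferon-stimulated genes, 9 were lower and 2 higher (14 and 5 when adjusted over the list alone), with EPSTI1 at -1.09 and MX1 at -0.76. Of 25 cholesterol synthesis genes, 7 were lower and 1 was higher (11 and 1 when adjusted over the list alone), with HMGCS1 at -0.55 and FDFT1 at -0.51. These lists had camera adjusted p values of 0.0356, 0.00893 and 0.00893, and each had an adjusted p = 0.995 with an estimated correlation. The EMT list lost its camera call without KYSE410_IR replicate 2 or 3 (adjusted p = 0.0723 and 0.0505). Without KYSE410 replicate 2, 13 EMT, 15 interferon-stimulated and 11 cholesterol synthesis genes were lower in KYSE410R_IR, and 4, 3 and 1 were higher. Without KYSE410 replicate 2, 32 of the 40 S phase genes, 16 of the 28 AP-1 genes and 22 of the 64 repair genes were higher in KYSE410R and none was lower, while in the irradiated cells 11, 9 and 9 were higher and 2, 1 and 3 lower. Without that library there were 230 DEGs between the lines before IR, 139 higher and 91 lower, of which 143 were among the 170, and 184 DEGs after IR. Over all genes tested, 3309 then passed as higher and 1668 as lower in KYSE410R without IR. Between the irradiated cells 1610 were higher and 2145 lower. The list counts without that library share this background.

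**Figure D2:**
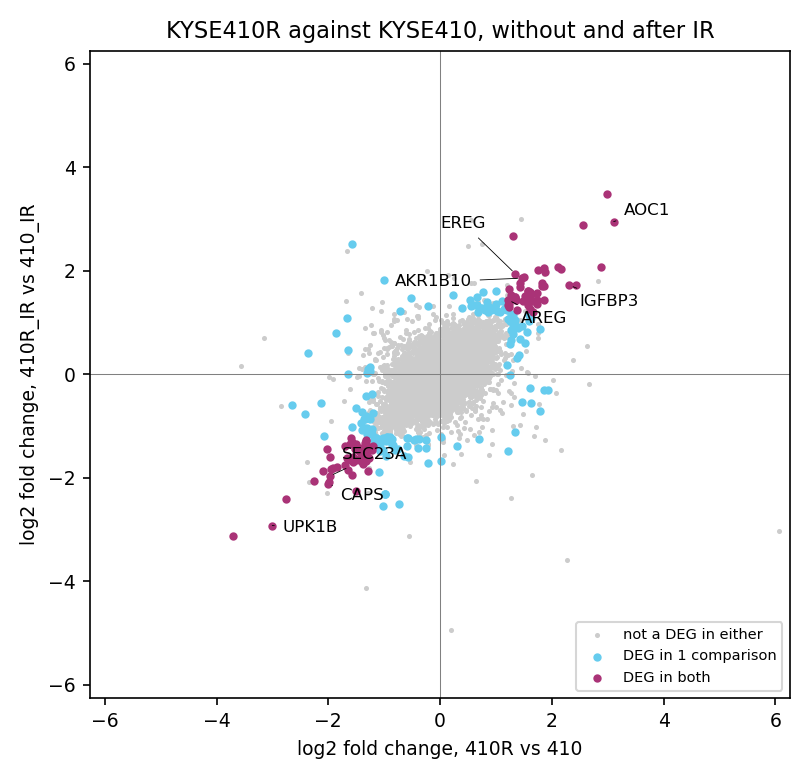
Log2 fold change (log2(TPM + 1) scale) of each of the 16214 genes between KYSE410R and KYSE410 without IR (horizontal axis) and after IR (vertical axis), with 1 point per gene. The 101 genes that were DEGs in both comparisons all lie on the same side of 0 on both axes.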

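Few genes passed the test 24 h after IR in the fit of all 12 libraries. In KYSE410R, 14 genes passed, 10 higher and 4 lower after IR, and 2 of them were DEGs. The DEGs were NDUFB4P11, a pseudogene (1.88, SE 0.283, adjusted p = 0.0439, limma), and the unnamed gene ENSG00000285969 (-1.46, SE 0.219, adjusted p = 0.0439, limma). Both lost their call in 11 of 12 fits that each left out 1 library (adjusted p = 0.0531 to 0.228, limma). In 9 of these fits there were 0 DEGs and in 2 there was 1, and 0 to 3 genes passed in each of the 11 fits that kept KYSE410 replicate 2. That library is in neither group of this comparison and bears on it only through the spread that the 4 groups share. Without it 2722 genes passed at unchanged fold changes (EREG at 0.94), and a fit of only the KYSE410R and KYSE410R_IR libraries gave 35 DEGs. The small counts therefore do not measure the size of the response to IR. The others of the 14 genes, named after their values were seen, included the kallikrein protease gene KLK8 (1.02), the epithelial membrane protein gene EMP1 (0.87), the ectonucleotidase gene NT5E (0.83), the calcium-binding protein gene S100A14 (0.61) and the retinoic acid carrier gene CRABP2 (0.53), all higher after IR, and CALML3, a calmodulin-like gene of squamous epithelium, which was lower (-0.95). In KYSE410, 0 genes passed with limma, while 1057 genes had an unadjusted p under 0.05, 237 higher and 820 lower after IR. In KYSE410R 3111 genes did, 823 higher and 2288 lower. Of the 16214 genes tested, a share of 0.05 would reach this p if none had changed. The median log2 fold change of all genes tested after IR was -0.07 in KYSE410 and -0.08 in KYSE410R, on a fixed TPM total. The excess of lower genes is therefore not by itself a measure of repression by IR. In simulated data for KYSE410_IR against KYSE410, 50.6% of genes changed 1.5-fold and 91.9% of genes changed 2-fold were recovered. The changed genes all had a mean log2(TPM + 1) of at least 3. The simulated noise was independent between genes, with the spread of all 12 libraries pooled. The KYSE410 libraries spread more widely than the others, so these shares do not give the power of this comparison.

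Replication genes were lower after IR in KYSE410R as a list, with 38 of 40 S phase and E2F targets below 0 and a median log2 fold change of -0.27. None of them passed over all genes, and 14 were lower when adjusted over the list alone, while without KYSE410 replicate 2, 19 were lower over all genes. TYMS, which encodes thymidylate synthase, had a value of -0.48 (adjusted p = 0.0612, limma) and the ribonucleotide reductase gene RRM2 a value of -0.61 (adjusted p = 0.0853, limma). The camera adjusted p of the list was 3.53e-07, and adjusted p = 0.997 with an estimated correlation. This fall and the rise of the list in KYSE410R over KYSE410 without IR use the same unirradiated KYSE410R libraries, with opposite sign. The median of the list was 0.02 after IR in KYSE410 and 0.10 between the irradiated cells. A high level in the unirradiated KYSE410R libraries alone would give both results, so they are not separate. Of 40 G2/M and mitosis genes none passed, and 10 were lower when adjusted over the list alone, with a median of -0.18 (camera adjusted p = 0.0057, and adjusted p = 0.997 with an estimated correlation). Over all genes, 14 of these were lower and 1 was higher without KYSE410 replicate 2, and the camera call was lost without KYSE410R replicate 3 or KYSE410R_IR replicate 2 (adjusted p = 0.114 and 0.0741). All 13 mitochondrially encoded OXPHOS mRNAs were above 0 after IR in KYSE410R, with a median of 0.31, and MT-ND5 had a value of 0.44 (adjusted p = 0.0653, limma). None of the 13 passed over all genes and 8 were higher when adjusted over the list alone (camera adjusted p = 2.68e-11, and adjusted p = 0.213 with an estimated correlation). Of the 13, 10 were higher over all genes without KYSE410 replicate 2. Of 78 cytosolic ribosomal protein genes, 75 were above 0 in KYSE410R with a median of 0.20, and 71 were above 0 in KYSE410 with a median of 0.15. None passed in either line, nor when adjusted over the list alone. Their camera adjusted p was 1.82e-13 and 3.94e-15, with adjusted p = 0.997 and adjusted p = 0.734 with an estimated correlation. Without KYSE410 replicate 2 the KYSE410 median turned to -0.03, and in KYSE410R 45 ribosomal protein genes were higher and 2 lower. In KYSE410, the suprabasal squamous differentiation list had a median of 0.16 over 19 genes, none past the test (1 higher when adjusted over the list alone), with KRT16 at 0.56 (camera adjusted p = 4.87e-05, and adjusted p = 0.0272 with an estimated correlation, which rose to adjusted p = 0.257 without KYSE410 replicate 2).

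No gene was a DEG in all 4 comparisons with limma. At an unadjusted p under 0.05 and a fold change of at least 1.2, a setting chosen after the data were seen, 63 genes were shared. Independent comparisons would share 9.72 genes, and 100 simulations of 4 unchanged groups, which keep the shared libraries, gave a mean of 14.3 and at most 25. These simulations hold no difference between the lines and no correlation between genes. At this threshold 4465 genes differed between the unirradiated lines and 3885 between the irradiated cells. The excess over the simulations therefore does not show a shared response to IR. Of the 63 genes, 25 moved in one direction throughout, 12 higher and 13 lower. The higher ones included AREG, EREG, the heparin-binding ErbB ligand gene HBEGF, DHRS9, AQP3 and the metalloproteinase inhibitor gene TIMP3, and the lower ones included TXNIP, which encodes a thioredoxin-binding protein. No gene responded differently to IR in the 2 lines with limma, while 1477 genes had an unadjusted p under 0.05 for this difference. Across genes, which are not independent replicates, the responses of the 2 lines had a Pearson r of 0.14 and a Spearman rho of 0.12. KYSE410 replicate 2 decided several of these values. Without it, 2722 genes passed in KYSE410R after IR, 516 higher and 2206 lower, and 30 were DEGs, 1 gene passed in KYSE410, 1652 genes differed in their response, and the Pearson r was -0.08. The shift of the median in KYSE410R after IR bears on the 2206 lower genes too.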

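Among the pathways named for the shared DEGs, the ErbB genes that differed between KYSE410R and KYSE410 included ligands. AREG, EREG and the neuregulin gene NRG2 were DEGs between the unirradiated lines. In all, 10 of the 73 ErbB genes were higher in KYSE410R and 7 were lower (13 and 7 when adjusted over the list alone). Of 67 TGF-β pathway genes, 6 were higher and 5 lower (7 and 6 when adjusted over the list alone). INHBA, which encodes an activin subunit, was higher (1.73, SE 0.164, adjusted p = 9.96e-05, limma), while INHBB, which encodes another activin subunit, and the BMP receptor gene BMPR2 were lower, at -0.99 and -0.67. The BMP target genes ID1, ID2 and ID3 had values of -0.49, -1.01 and -0.70 after IR in KYSE410R (adjusted p = 0.0692, 0.0621 and 0.0712, limma). Of 183 MAPK pathway genes, 23 were higher and 13 lower in KYSE410R (26 and 17 when adjusted over the list alone), with the small heat shock protein gene HSPB1 at 0.66 and IGF2 at -1.15. Of 82 genes of the colorectal cancer pathway, 9 were higher and 5 lower (11 and 5 when adjusted over the list alone), with the apoptosis gene PMAIP1 at 1.00 and the GTPase gene RAC1 at -0.54. Of 26 retinol metabolism genes, 4 were higher and 3 lower, and of 36 protein digestion and absorption genes, 3 were higher and 5 lower (4 and 4, and 4 and 6, when adjusted over the list alone).

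None of these 6 lists moved as a whole between the unirradiated lines, the lowest camera adjusted p being 0.373 for the colorectal cancer list. Without KYSE410 replicate 2, that list and the ErbB list had medians of 0.17 and 0.25 (camera adjusted p = 0.0367 and 0.0486, and adjusted p = 0.618 for both with an estimated correlation), with 30 genes higher and 6 lower, and 29 higher and 8 lower. Without it the TGF-β list had 21 genes higher and 6 lower, the MAPK list 62 and 16, the retinol metabolism list 7 and 3, and the protein digestion and absorption list 8 and 5. In that fit 3309 of all 16214 genes tested were higher in KYSE410R and 1668 were lower. The list counts share this background, so they are not by themselves rises of these pathways. The test behind a set shared by all 4 comparisons could not be run on DEGs, since there were 0 of these. Among the 63 genes shared at an unadjusted p, AREG, EREG and HBEGF were ErbB genes against 0.284 expected (adjusted p = 0.0167, one-sided Fisher's exact test), and AREG, EREG, the placental growth factor gene PGF and the phosphatase gene DUSP2 were MAPK genes against 0.711 expected (adjusted p = 0.0167, same test). AREG and EREG alone stood for the colorectal cancer pathway (adjusted p = 0.0809, same test), DHRS9 alone for retinol metabolism (adjusted p = 0.145, same test), and 0 genes for the TGF-β pathway (adjusted p = 1, same test). AREG and EREG belong to 3 of these lists, so the tests share those genes. DUSP2 had values of 0.49 after IR in KYSE410 and -0.50 in KYSE410R, so its responses went in opposite directions. The adjustment covered only these 6 lists, which were taken from the paper, whose DEGs come from the same libraries. These tests are therefore no independent check. Over all KEGG pathways annotated in the deposited table, none passed for the 63 genes (lowest adjusted p = 0.554, Fisher's exact test).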

With KEGG pathway analysis, 55 DEGs were mainly enriched in colorectal cancer, ErbB, TGF‐β, MAPK signaling pathways (Figure 3b). Among these signaling pathways, ErbB pathway (86 signature genes) showed the strongest correlation with OXPHOS signature (184 genes) (R = 0.44, *p* = 6.8e‐10) in TCGA ESCA dataset (Figure 3c), indicating ErbB pathway might regulate OXPHOS in esophageal carcinoma. 

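Both ErbB ligand genes had their lowest level in KYSE410 and their highest in KYSE410R_IR. EREG, which encodes epiregulin, was at 3.66 ± 0.24 TPM in KYSE410, 4.90 ± 0.15 TPM in KYSE410_IR, 10.9 ± 1.13 TPM in KYSE410R and 21.7 ± 1.65 TPM in KYSE410R_IR (SD, n = 3 in each group). AREG, which encodes amphiregulin, was at 2.58 ± 0.655, 4.29 ± 0.69, 7.23 ± 0.433 and 13.3 ± 1.45 TPM in the same order (SD, n = 3 in each group). The differences between the lines passed the test for both genes. Without IR the log2 fold change of KYSE410R over KYSE410 was 1.35 for EREG (SE 0.102, adjusted p = 2.59e-05, limma) and 1.22 for AREG (SE 0.154, adjusted p = 0.000629, limma). Between the irradiated cells it was 1.95 for EREG (adjusted p = 4.32e-06, limma) and 1.44 for AREG (adjusted p = 0.000204, limma). After IR, EREG rose in KYSE410R (0.94, adjusted p = 0.0212, limma), where AREG had a value of 0.80 (adjusted p = 0.0678, limma). In KYSE410 the values were 0.34 for EREG (adjusted p = 0.612, limma) and 0.57 for AREG (adjusted p = 0.527, limma). In each of the 4 comparisons every library of the group with the higher mean was above every library of the other, for both genes (exact permutation test, two-sided p = 0.1, the smallest p that 3 libraries against 3 allow). The difference of the responses to IR, KYSE410R over KYSE410, did not pass for either gene. It was 0.60 for EREG (95% interval 0.28 to 0.92, adjusted p = 0.295, limma) and 0.22 for AREG (95% interval -0.25 to 0.70, adjusted p = 0.767, limma). These intervals are not adjusted for the number of genes. The EREG difference did not pass in 11 of 12 fits that each left out 1 library, but it passed without KYSE410 replicate 2 (adjusted p = 0.0322, limma). It also passed with library quality weights, chosen after seeing the data (adjusted p = 0.0105, limma). Ratios of mean TPM after IR were 1.34 in KYSE410 and 2 in KYSE410R for EREG, and 1.66 and 1.84 for AREG.

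The genes are neighbours on the plus strand of chromosome 4 in GRCh38 (GENCODE release 29), EREG (ENSG00000124882) from 74365143 to 74388751 and AREG (ENSG00000109321) from 74445134 to 74455009. The ErbB ligand genes EPGN, from 74308473 to 74315307, and BTC, from 74744759 to 74794686, lie on either side. Of 9 ErbB ligand genes tested, 6 were higher in KYSE410R than in KYSE410 without IR and none was lower (7 higher when adjusted over the list alone). Besides EREG and AREG these were NRG2 (1.27, SE 0.21), EPGN (1.09, SE 0.321), BTC (0.56, SE 0.144) and HBEGF (0.54, SE 0.157). The median of the list was 0.56, with a camera adjusted p = 0.000138 and adjusted p = 0.168 with an estimated correlation. Between the irradiated cells EREG and AREG passed (5 ligand genes higher and 1 lower when adjusted over the list alone), and 5 were higher over all genes without KYSE410 replicate 2, while without IR EPGN lost its call there (adjusted p = 0.0581, limma) and TGFA passed (0.39, adjusted p = 0.0204, limma). This comparison had a median of 0.38, with a camera adjusted p = 0.00182 and adjusted p = 0.386 with an estimated correlation. After IR, 8 of the 9 ligand genes were above 0 in KYSE410, led by HBEGF (0.69, adjusted p = 0.524, limma). None passed there (3 higher when adjusted over the list alone), and the median was 0.32 with a camera adjusted p = 4.97e-07 and adjusted p = 0.0331 with an estimated correlation, or adjusted p = 0.265 with an estimated correlation without KYSE410 replicate 2. In KYSE410R, EREG was the ligand gene that passed after IR (3 higher when adjusted over the list alone, and 3 over all genes without KYSE410 replicate 2), with a median of 0.11, a camera adjusted p = 0.0075 and adjusted p = 0.371 with an estimated correlation. Of the receptor genes, EGFR was higher in KYSE410R_IR than in KYSE410_IR (0.49, SE 0.138, adjusted p = 0.0411, limma). ERBB2 and ERBB3 did not pass in any of the 4 comparisons, but without KYSE410 replicate 2 ERBB2 was higher in KYSE410R than in KYSE410 (0.49, adjusted p = 0.00419, limma), as was EGFR (0.58, adjusted p = 0.000229, limma), ERBB2 was lower after IR in KYSE410R (-0.54, adjusted p = 0.00473, limma) and ERBB3 was lower in KYSE410R_IR than in KYSE410_IR (-0.41, adjusted p = 0.0316, limma). ERBB4 was at or below 0.57 TPM in each group and was not tested.

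The rise of AREG after IR in KYSE410R passed without KYSE410 replicate 2 (adjusted p = 0.00678, limma) and in a fit of the KYSE410R libraries alone (adjusted p = 0.0186, limma), with a range of 0.00431 to 0.255 over all settings tried. The rise of EREG there no longer passed without KYSE410_IR replicate 1 or 3, KYSE410R replicate 2 or 3, or any one KYSE410R_IR library (adjusted p = 0.0583 to 0.193, limma). The paper takes the ErbB pathway from those enriched among its overlapping DEGs. From the correlation of this pathway with the OXPHOS signature in TCGA ESCA tumors, it proposes that the ErbB pathway might regulate OXPHOS. It then tests this link in cells, where knockdown of either ligand gene or ERBB inhibitors lowered oxygen consumption and ATP generation. Added ligands raised both.

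**Figure D3:**
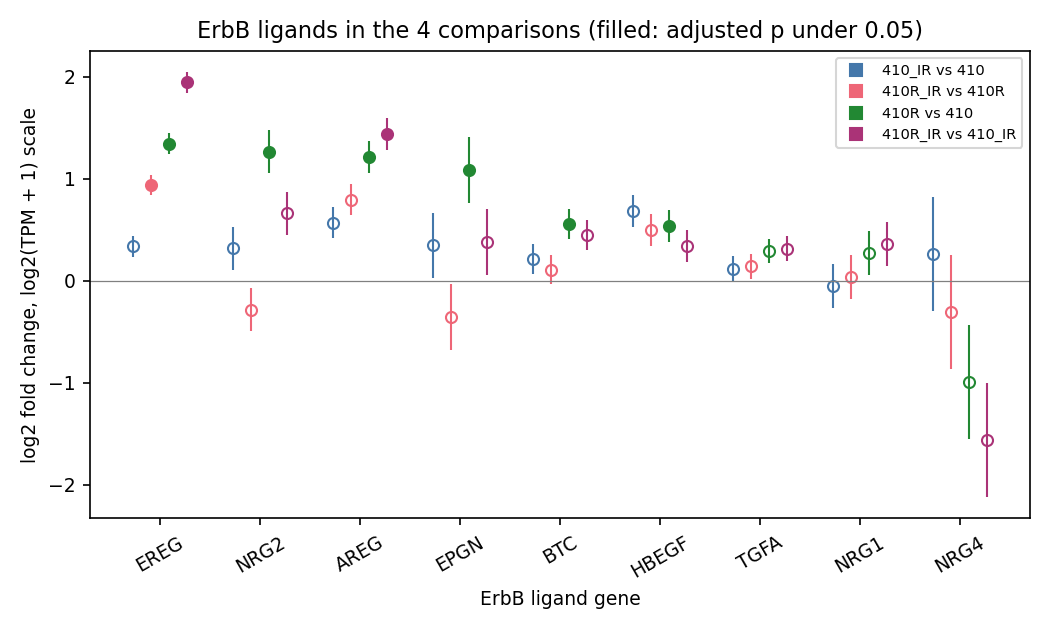
Log2 fold change (log2(TPM + 1) scale) of the 9 ErbB ligand genes tested in the 4 comparisons, with 1 color per comparison, vertical lines for ± 1 SE and filled points for an adjusted p under 0.05. EREG and AREG are filled in both comparisons between the lines, and EREG is also filled at 0.94 after IR in KYSE410R.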

AREG and EREG, two EGF‐like growth factors that bind ERBBs to activate this pathway,^[^ ^24^, ^25^, ^26^, ^27^ ^]^ were upregulated by IR in ESCC cells, and were highly expressed in 410R cells compared with 410 cells (Figure 3d,e; Figure S3a, Supporting Information). Interestingly, OXPHOS was regulated by ErbB pathway in ESCC cells. First, knockdown of AREG or EREG significantly reduced oxygen consumption (OCR) and ATP generation in ESCC cells (Figure 3f–h; Figure S3b, Supporting Information). Second, AREG (Amphiregulin) or EREG (Epiregulin) ligands directly activated OXPHOS as they increased OCR and ATP generation (Figure 3i,j; Figure S3c, Supporting Information). Thirdly, blocking ErbB pathway by ERBB inhibitors (Varlitinib or Dacomitinib) treatment reduced OXPHOS activity as OCR and ATP generation were decreased (Figure 3i,j; Figure S3c Supporting Information). The AKT/mTOR signaling pathway, which is regulated by ERBB receptor activity, plays a crucial role in modulating the expression of mitochondrial complexes involved in OXPHOS.^[^ ^28^, ^29^ ^]^ Consistently, compared to parental KYSE410 cells, 410R exhibited significantly higher phosphorylation levels of AKT and p70S6K as well as the expression of complex II (SDHB), complex III (UQCRC1), complex IV (MTCO2), and complex V (ATP5A1) (Figure 3k). IR also activates this pathway, although the extent of pathway activation varies across different cell lines, likely due to their differential sensitivity in response to irradiation (Figure 3k; Figure S3d, Supporting Information). These data suggest that ErbB pathway regulates OXPHOS in response to IR in ESCC cells.

**Figure 3:**
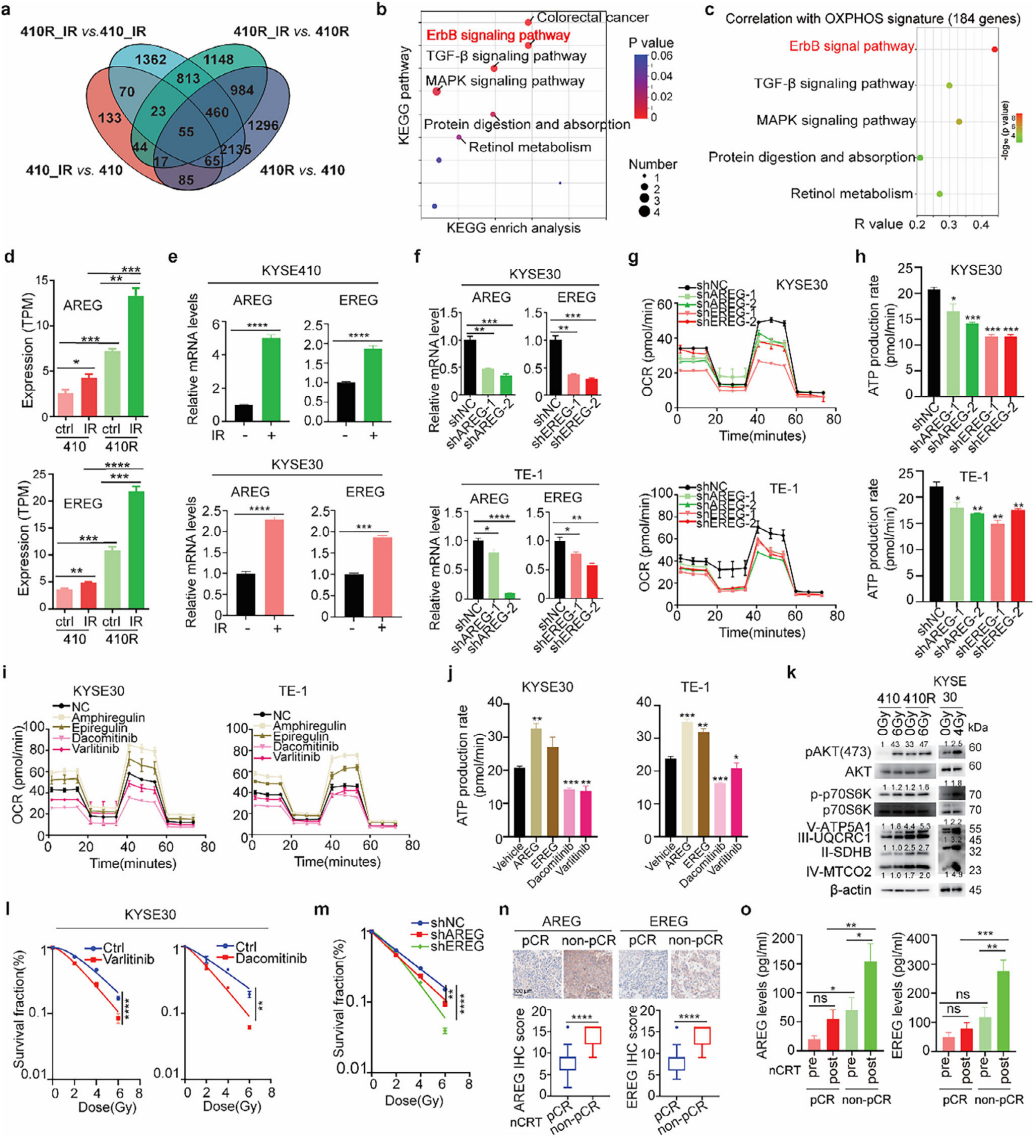
AREG and EREG modulate ESCC radiosensitivity through OXPHOS. a) Venn diagram of differentially expressed genes (DEGs) identified by RNA‐seq of KYSE410R or KYSE410 cells with or without irradiation (IR) (410R vs. 410, 410_IR vs. 410, 410R_IR vs. 410R, and 410R_IR vs. 410_IR). b) KEGG pathway enrichment of 55 overlapping DEGs from the four comparisons. c) Correlation between the expression of signature genes from DEGs‐enriched signaling pathways and OXPHOS signature gene expression in TCGA ESCA dataset. d,e) Irradiation‐induced upregulation of AREG and EREG mRNA levels was validated by RNA‐seq data (d) and qRT‐PCR (e). f–j) ErbB signaling pathway regulates OXPHOS activity. Knockdown efficacy of AREG or EREG was confirmed by qRT‐PCR (f). Oxygen consumption ratio (OCR) (g) and ATP production (h) were analyzed by Seahorse XF96 analyzer in control and AREG or EREG knockdown ESCC cells. AREG (Amphiregulin) and EREG (Eipregulin) treatment increased OCR (i) and ATP generation (j), but ERBB inhibitors (Dacomitinib or Varlitinib) treatment decreased OCR (i) and ATP generation (j) of ESCC cells. k) Irradiation resistance and IR treatment elevated mitochondrial complex proteins expression via AKT/mTOR signaling. l) ErbB inhibitors (Dacomitinib or Varlitinib) treatment increased the radiosensitivity of ESCC cells. m) Knockdown of AREG or EREG increased radiosensitivity of ESCC cells. n) IHC staining revealed higher AREG and EREG expression in nCRT non‐pCR tumor tissues versus pCR samples. o) ELISA quantification confirmed elevated baseline and nCRT‐induced serum AREG/EREG levels in non‐pCR compared to pCR ESCC patients. Two‐way ANOVA was used for statistical analyses of l and m. Student's *t*‐test was used for others. Data are presented as median with lower (Q1‐1.5*IQR) and upper (Q3 + 1.5*IQR) whiskers for n. Data are presented as mean ± SEM for others. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001; ns, not significant.

We further evaluated the correlation between ErbB pathway and radiosensitivity in ESCC cells. First, inhibition of ErbB pathway by varlitinib or dacomitinib sensitized ESCC cells to irradiation (Figure 3l; Figure S3e, Supporting Information). Second, knockdown of AREG or EREG increased radiosensitivity of ESCC cells (Figure 3m; Figure S3f, Supporting Information). Thirdly, AREG and EREG were highly expressed in nCRT non‐pCR compared with pCR ESCC patients (Figure 3n), suggesting that high levels of AREG or EREG are associated with nCRT resistance of ESCC patients. More importantly, AREG or EREG levels were much higher in the serum of nCRT non‐pCR than those of pCR patients, especially after nCRT (Figure 3o), indicating that AREG and EREG potentially serve as liquid biopsy‐based biomarkers for nCRT response of ESCC patients. In summary, the data suggest that AREG and EREG regulate OXPHOS of ESCC cells through the ERBB/mTOR axis, thereby impacting the radiosensitivity of ESCC cells.

### 2.4 AREG and EREG Promote Tumorigenesis in ESCC Cells

AREG and EREG were upregulated in many cancer types, including ESCA based on TCGA database (Figure S4a, Supporting Information). Consistently, AREG and EREG were also highly expressed in ESCC tumor samples compared with adjacent normal tissue samples (**Figure** **4**a). High expression levels of AREG or EREG were correlated with worse overall survival of ESCC patients (Figure 4b) as well as many other cancer types (Figure S4b,c, Supporting Information). Knockdown of AREG or EREG with shRNAs in ESCC cells significantly suppressed their proliferation (Figure 4c), colony formation (Figure 4d), tumor sphere formation (Figure 4e), wound healing (Figure 4f), and migration (Figure 4g). In vivo, knockdown of AREG or EREG also reduced the formation of metastatic nodules in the lungs (Figure 4h,i). These data suggest that AREG and EREG are oncogenes in ESCC.

**Figure 4:**
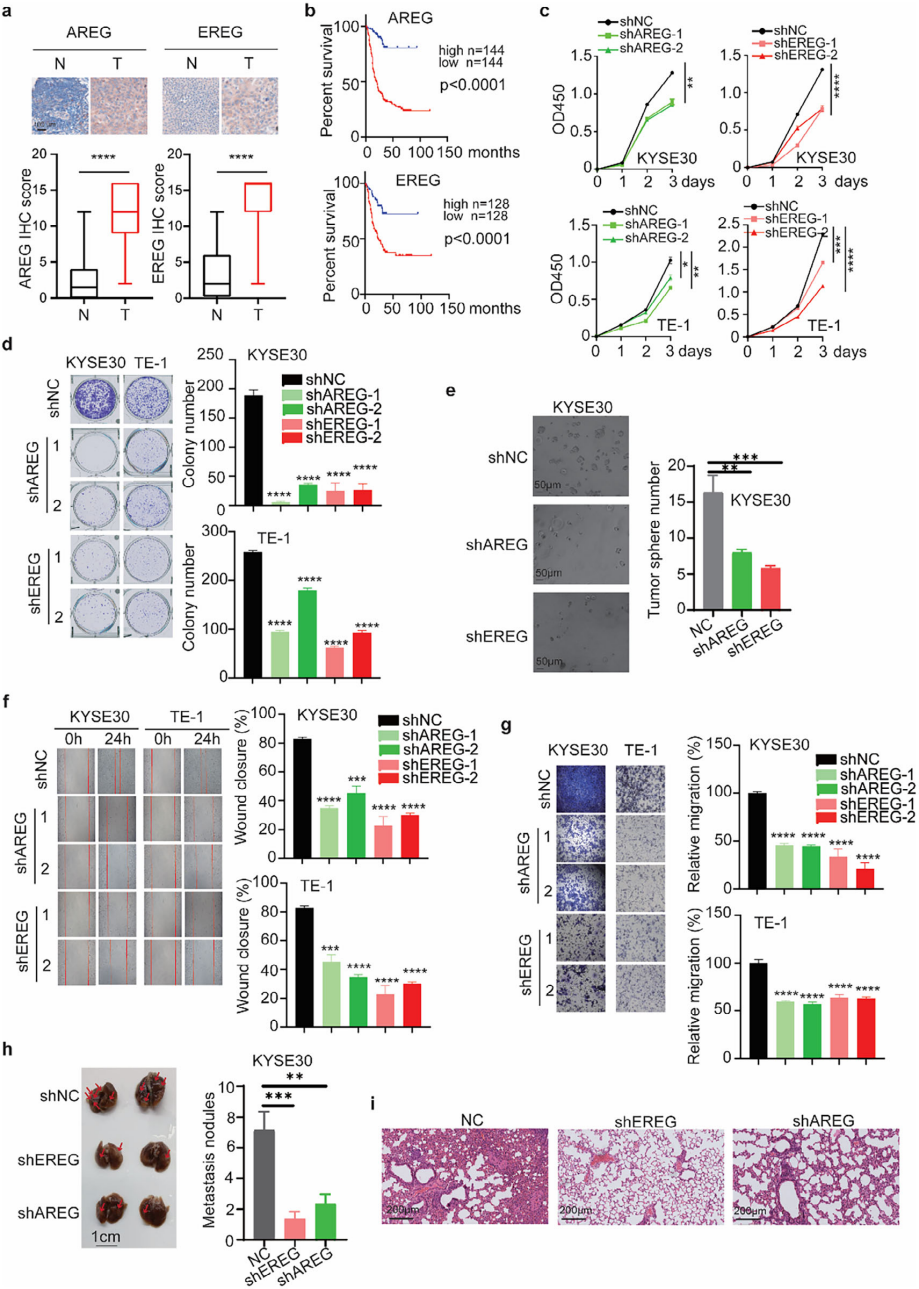
AREG and EREG promote the tumorigenesis of ESCC. a) IHC staining revealed the upregulation of AREG and EREG in ESCC tumor samples compared to normal tissues. b) High levels of AREG or EREG correlated with worse overall survival of ESCC patients. c–i) Functional validation of AREG and EREG in tumor progression. Knockdown of AREG or EREG in ESCC cells reduced the cell proliferation (c), colony formation ability (d), 3D tumor sphere formation (e), wound healing (f), migration by transwell (g), and metastasis nodules in lungs by tail vein injection in vivo (h and i). Kaplan‐Meier analysis was applied for b. Two‐way ANOVA was used for statistical analysis of c. Student's *t*‐test was used for others. Data are presented as median with lower (Q1‐1.5*IQR) and upper (Q3 + 1.5*IQR) whiskers for a. Data are presented as mean ± SEM for others. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

### 2.5 CEBPB Regulates the Expression of AREG and EREG in Response to Irradiation in ESCC Cells

Interestingly, the mRNA levels of AREG and EREG were highly correlated in almost all cancer types (Figure S5a, Supporting Information). In ESCC tumor samples, the expression of AREG and EREG was also highly correlated (**Figure** **5**a), suggesting that AREG and EREG are commonly regulated simultaneously. Since both AREG and EREG were upregulated by IR, we assumed that they share the same transcription factor, which is regulated by IR. Three different online software (CIST, GTRD, and ChEA3) were applied to predict the common transcription factors for AREG and EREG, and integrated analyses showed that CEBPB (CCAAT Enhancer Binding Protein Beta) was the only transcription factor to co‐regulate AREG and EREG (Figure 5b). The expression of CEBPB was correlated with the expression of AREG or EREG in ESCC tumor samples and the TCGA ESCA dataset (Figure 5c; Figure S5b, Supporting Information). Knockdown of CEBPB reduced the expression of AREG and EREG (Figure 5d), while overexpression of CEBPB induced their expression in ESCC cells (Figure 5e; Figure S5c, Supporting Information). With the ChIP‐PCR assay, we confirmed the binding region of CEBPB on the promoters of AREG or EREG (Figure 5f,g). CEBPB directly activated the transcription of AREG or EREG, which were abolished by deletion of the CEBPB binding region on their promoters (Figure 5h). CEBPB was also upregulated in response to irradiation as AREG and EREG (Figure 5i). More importantly, knockdown of CEBPB significantly abolished the induction of AREG and EREG by irradiation (Figure 5j), suggesting that AREG and EREG are regulated by CEBPB in response to radiation in ESCC cells. Interestingly, the CEBPB/AREG/EREG axis was responsive to irradiation in various cancer cells but not in noncancerous cells (Figure S5d–f, Supporting Information).

**Figure 5:**
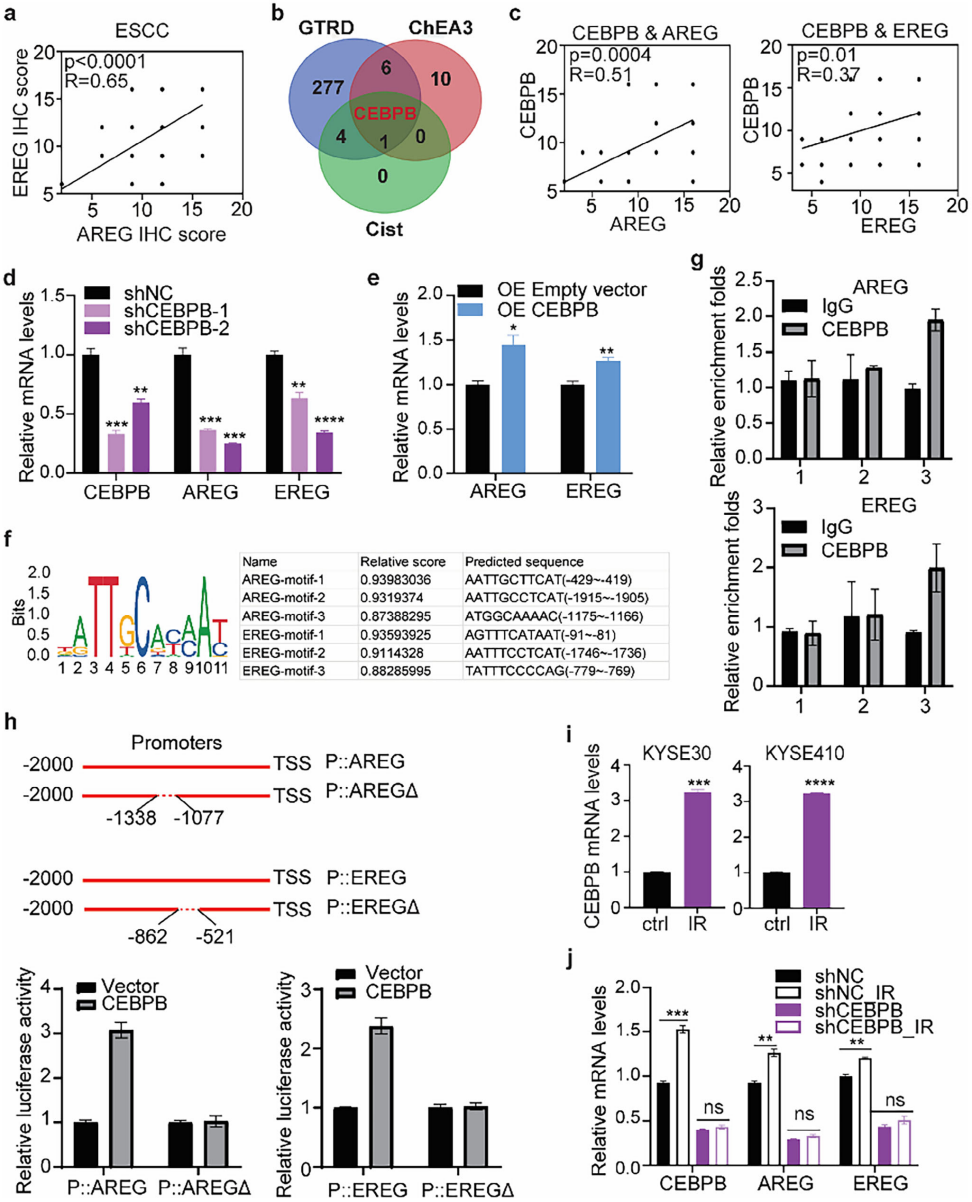
CEBPB acts as a co‐transcription factor for AREG and EREG in response to irradiation. a) IHC staining revealed significant co‐expression of AREG and EREG in ESCC tumor samples (*N* = 45). b) Venn diagram identifying shared transcriptional regulators of AREG and EREG predicted by CISTROME, ChEA3, and GTRD databases. c) IHC staining revealed a positive correlation between CEBPB and AREG or EREG protein levels in ESCC tumor samples (*N* = 45). d–h) CEBPB is a transcription factor of AREG and EREG. CEBPB knockdown attenuated AREG and EREG mRNA levels (d), and CEBPB overexpression elevated AREG and EREG transcription (e). CEBPB binding motifs were predicted by JASPAR (https://jaspar.elixir.no/) (f). ChIP‐PCR was performed to validate the CEBPB binding motif on promoters of AREG and EREG (g). Luciferase assay was performed to determine the direct activation of CEBPB on AREG and EREG (h). i) Irradiation (IR) induced CEBPB transcription. j) IR‐induced AREG and EREG expression were abrogated by knockdown of CEBPB. Student's *t*‐test was applied for statistical analyses. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.001; n.s., not significant.

Epigenetic mechanisms such as DNA methylation and histone methylation have also been reported to respond to radiotherapy.^[^ ^30^, ^31^, ^32^, ^33^ ^]^ However, in ESCC cells, we observed no significant alterations in DNA methylation levels at the promoter regions of AREG, EREG, or CEBPB or histone methylation (H3K4me3, H3K27me3, and H3K36me3) following irradiation (Figure S5g,h, Supporting Information), suggesting that the radiation‐induced upregulation of AREG and EREG is likely mediated through CEBPB, rather than via these epigenetic mechanisms.

### 2.6 CEBPB Regulates ESCC Radiosensitivity Through OXPHOS

CEBPB was upregulated in the TCGA ESCA database (**Figure** **6**a). Knockdown of CEBPB reduced the proliferation, colony formation, wound healing, and migration of ESCC cells (Figure 6b–e), just as knockdown of AREG or EREG, indicating the oncogenic role of CEBPB in ESCC cells. Strikingly, knockdown of CEBPB also reduced oxygen consumption and ATP generation in ESCC cells (Figure 6f,g; Figure S6a, Supporting Information), which can be rescued by adding exogenous AREG or EREG (Figure 6h,i). Overexpression of CEBPB increased their oxygen consumption and ATP generation (Figure 6j,k; Figure S6b, Supporting Information). Meanwhile, knockdown of CEBPB increased radiosensitivity of ESCC cells (Figure 6l; Figure S6c, Supporting Information). In terms of molecular mechanism, knockdown of AREG, EREG, or CEBPB blocked the IR‐induced phosphorylation of AKT and p‐p70S6K as well as the expression of several subunits of mitochondrial complex (Figure S6d, Supporting Information), indicating that CEBPB/AREG/EREG mediates the activation of AKT/mTOR/OXPHOS in response to irradiation. Moreover, the expression of CEBPB was higher in nCRT non‐pCR compared with nCRT pCR ESCC patients (Figure 6m). The data suggest that CEBPB, the transcription factor of AREG and EREG, regulates radiosensitivity of ESCC cells through OXPHOS.

**Figure 6:**
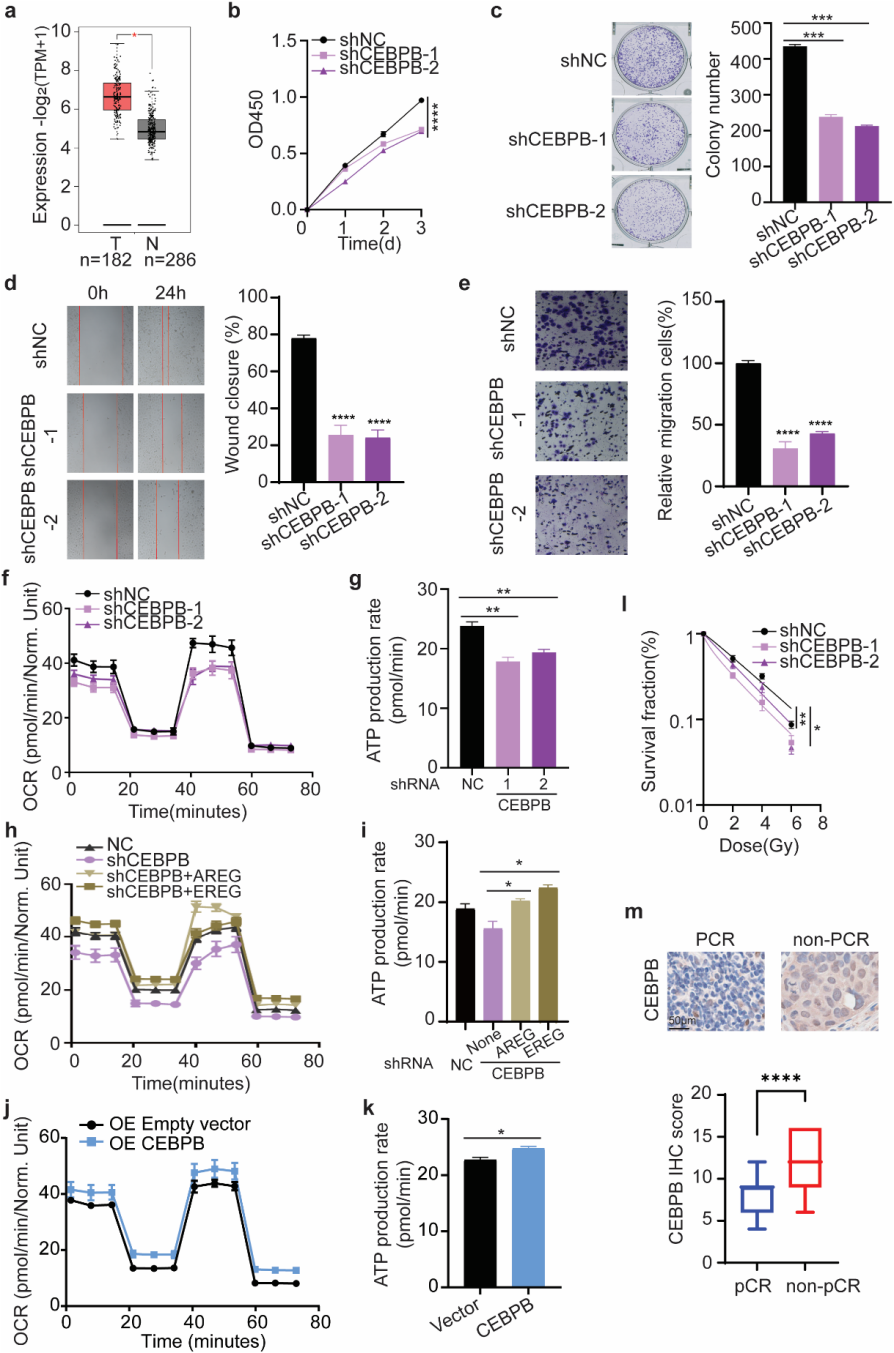
CEBPB drives tumor progression and OXPHOS‐mediated radioresistance in ESCC. a) CEBPB expression was elevated in ESCA tumor samples compared to normal tissue samples (GEPIA). b–e) CEBPB promotes the tumorigenesis of ESCC. CEBPB knockdown in KYSE30 cells reduced the cell proliferation (b), colony formation ability (c), wound healing (d), and migration by transwell (e). f–i) CEBPB regulates OXPHOS activity through AREG and EREG. Knockdown of CEBPB reduced oxygen consumption ratio (OCR) (f) and ATP production (g). The reduction of OCR (h) and ATP generation (i) in CEBPB knockdown cells can be rescued by adding exogenous AREG or EREG. Overexpression of CEBPB increased OCR (j) and ATP generation (k). l Knockdown of CEBPB increased radiosensitivity of KYSE30 cells. m) IHC revealed higher CEBPB protein levels in nCRT non‐pCR ESCC tumors versus pCR specimens. Student's *t*‐test was applied for statistical analyses. Data are presented as median with lower (Q1‐1.5*IQR) and upper (Q3+1.5*IQR) whiskers for k. Data are presented as mean ± SEM for others. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001.

We further investigated whether AREG, EREG, or CEBPB regulates radiosensitivity through mechanisms beyond OXPHOS. Irradiation activated DNA damage repair (elevated p‐ATM and p‐ATR levels), which was abolished by knockdown of AREG, EREG, or CEBPB (Figure S6e, Supporting Information), suggesting that the CEBPB/AREG/EREG axis may simultaneously regulate both DNA damage repair and OXPHOS to influence ESCC radiosensitivity.

### 2.7 Inhibition of OXPHOS or AREG/EREG/ERBB Improves Radiosensitivity of ESCC Tumors

As the AREB/EREG/ERBB axis regulates ESCC radiosensitivity through OXPHOS, inhibition of OXPHOS or the ErbB signaling pathway may be a good strategy to enhance the radiotherapy effect. Inhibitors targeting OXPHOS complex I (IACS‐010759) or targeting ERBBs (dacomitinib) are now under evaluation in clinical trials for cancer therapy. IACS‐010759 or IR alone showed moderate inhibition for subcutaneous xenograft tumors generated by KYSE30 cells, however, the combination of IACS‐010759 and IR significantly inhibited the growth of these tumors (**Figure** **7**a–c). TUNEL assay showed that the combination of IACS‐010759 and IR induced many more apoptotic cells than either IR or IACS‐010759 alone (Figure 7d). Similarly, dacomitinib largely improved the radiosensitivity of subcutaneous xenograft tumors (Figure 7e–g), and the combination of dacomitinib and IR induced much more cell death than either IR or dacomitinib alone (Figure 7h). Moreover, the body weights of mice were not dramatically affected by such combinations (Figure S7, Supporting Information). In summary, either inhibition of OXPHOS or ERBB could enhance the radiosensitivity for ESCC tumors.

**Figure 7:**
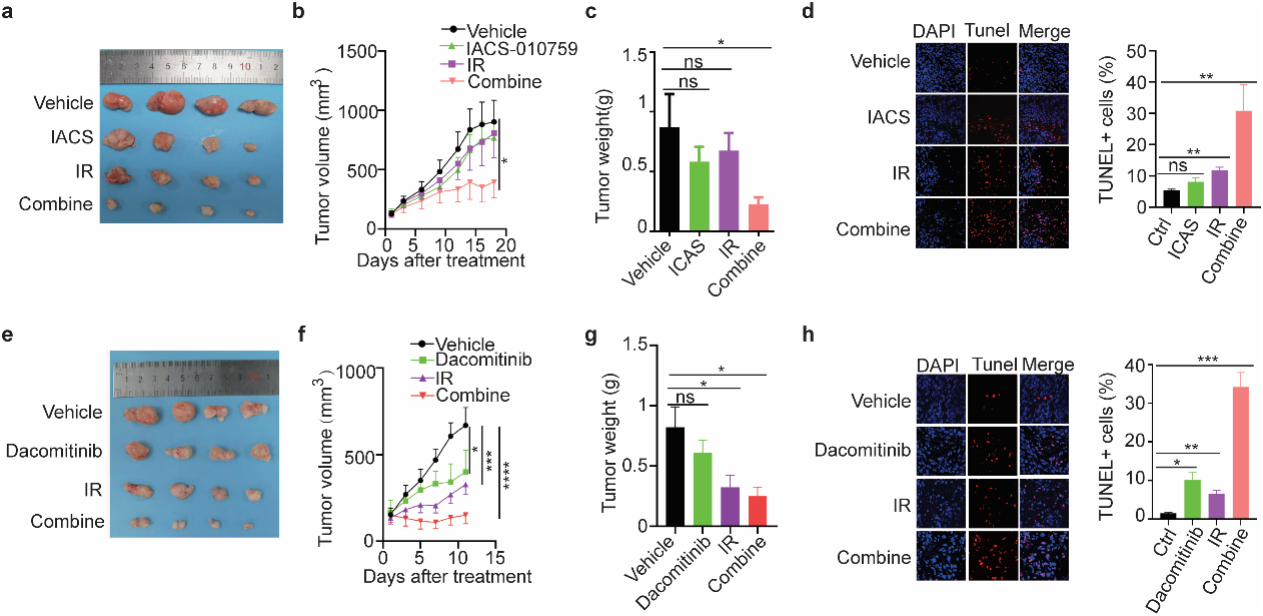
Targeting OXPHOS or ERBB enhances radiosensitivity of ESCC tumors. a–d) IACS‐010759 (Mitochondrial complex I inhibitor) enhances irradiation efficacy for ESCC xenograft tumors. Mice harboring KYSE30‐derived xenograft tumors were divided into four groups: vehicle (PBS) (*N* = 9), IACS‐010759 (7.5 mg kg^−1^) (*N* = 10), irradiation (10 Gy) (*N* = 7), and combination of IACS‐010759 and irradiation (*N* = 10). Xenograft tumors were presented in (a). Tumor volumes (b) and tumor weights (c) of xenograft tumors were measured at the indicated time points. Apoptotic cells in xenograft tumors were detected by TUNEL assay (d). e–h) Dacomitinib (pan‐ERBB inhibitor) enhances irradiation efficacy for ESCC xenograft tumors. Mice harboring KYSE30‐derived xenograft tumors were divided into four groups: vehicle (PBS) (*N* = 9), dacomitinib (7 mg kg^−1^) (*N* = 7), irradiation (10 Gy) (*N* = 7), and combination (*N* = 6). Xenograft tumors were presented in (e). Tumor volumes (f) and tumor weights (g) of xenograft tumors were measured at the indicated time points. Apoptotic cells in xenograft tumors were detected by TUNEL assay (h). Irradiation with a single dose at 10 Gy. Two days later, oral gavage was applied for PBS vehicle, IACS‐010759 (7.5 mg kg^−1^) or dacomitinib (7 mg kg^−1^) thrice a week. Two‐way ANOVA was used for statistical analyses of b and f. Student's *t*‐test was used for others. Data are presented as mean ± SEM. * *p* < 0.05; ** *p* < 0.01; *** *p* < 0.001; **** *p* < 0.0001; ns, not significant.

## 3 Discussion

We demonstrate that OXPHOS plays pivotal role in radioresistant cells and ESCC patients. Actually, several studies have shown the effect of OXPHOS on radiotherapy sensitivity. OXPHOS inhibitors such as metformin or phenformin enhance the sensitivity of tumors to irradiation.^[^ ^34^, ^35^ ^]^ Knockdown of isocitrate dehydrogenase 2 increases radiosensitivity of ESCC cells.^[^ ^13^ ^]^ These findings all support the conclusion that OXPHOS activity could be an important for nCRT sensitivity. Interestingly, several studies reported inhibitors targeting glycolysis such as HK2 or PDK1 also sensitize cancer cells to irradiation.^[^ ^36^, ^37^, ^38^, ^39^ ^]^ It is possible that glycolysis inhibitors also have influence on OXPHOS thereby increasing radiosensitivity of cancer cells.

Beyond the current study, other metabolomics‐based screening investigations have revealed the enrichment of TCA cycle intermediates (e.g., citrate, isocitrate) in the plasma of patients who were sensitive to radiotherapy or neoadjuvant chemoradiotherapy.^[^ ^16^ ^]^ This suggests that OXPHOS blockade may represent a metabolic hallmark of radiotherapy‐sensitive individuals.^[^ ^40^ ^]^ TCA cycle intermediates accumulation may directly be attributed to their release from local dying cancer cells or OXPHOS blockade in residual living cells. On the other hand, radiotherapy can provoke profound systemic immune alterations that indirectly interfere OXPHOS in various tissues. The abscopal effect, a phenomenon where local irradiation induces immune‐mediated regression of non‐irradiated metastases, underscores this systemic response.^[^ ^41^ ^]^ The inflammatory cytokines (e.g., TNF‐α, IFN‐γ, IL‐6, etc) released during this systemic immune response interfere with mitochondrial function or regulate the export of TCA cycle intermediates in distant tissues, potentially resulting in TCA cycle intermediates accumulation in serum.^[^ ^42^, ^43^, ^44^, ^45^ ^]^ Establishing orthotopic ESCC mouse models for localized radiotherapy may help clarify whether changes in TCA cycle metabolites originate primarily from the tumor itself or from normal tissues.

How OXPHOS was regulated in response to IR in ESCC is largely unknown. This study reveals that two ERBB ligands, AREG and EREG, which are highly expressed in ESCC tumor samples, have shown an impact on OXPHOS through the ERBB/mTOR axis, thereby conferring radioresistance of ESCC cells. AREG modulates radiosensitivity of colorectal cancer cells through the PI3K/AKT axis.^[^ ^46^ ^]^ Targeting its receptor EGFR/ERBB1 enhances radiosensitivity in several cancer types.^[^ ^47^, ^48^, ^49^, ^50^ ^]^ Targeting HER2/ERBB2 combined with radiotherapy also shows great potential in breast cancer treatment.^[^ ^51^, ^52^ ^]^ Intriguingly, beyond their established roles in distinct signaling cascades modulating radiosensitivity, these molecules may exhibit co‐dependence on a metabolic hub, OXPHOS, to control radioresponse in ESCC. More importantly, as secret EGF‐like growth factors, we also proved that AREG and EREG can serve as liquid biopsy‐based biomarkers to monitor nCRT response of ESCC patients. Large‐scale population cohort studies are essential to validate the clinical value of AREG or EREG as prognostic biomarkers for nCRT of ESCC patients in the future.

The regulatory mechanisms of AREG and EREG gene expressions in ESCC are poorly understood. It has been demonstrated that AP‐1, STAT3, EGFR/MAPK, or Wnt/β‐catenin pathways can regulate the expression of AREG or EREG across malignancies.^[^ ^53^, ^54^, ^55^ ^]^ Interestingly, the expression levels of AREG and EREG are well‐correlated in many cancers, including ESCC, which leading us to elucidate the underlying mechanism co‐regulating AREG and EREG simultaneously. We unveil CEBPB as co‐transcription factor of both AREG and EREG in response to irradiation in ESCC cells. With public datasets, irradiation generally induced high expression of AREG in various cancer cells, and co‐upregulation of EREG or CEBPB was observed in some cancer cells. These findings suggest that CEBPB/AREG/EREG may play broad roles in mediating radiotherapy responses across multiple cancers. However, in normal non‐carcinoma cells, the expression of AREG, EREG, and CEBPB remained largely unaltered or was even reduced following radiotherapy, supporting the notion that the CEBPB/AREG/EREG axis operates through a cancer‐specific mechanism in response to irradiation.

CEBPB is a transcription factor regulating the expression of genes involved in immune and inflammatory responses.^[^ ^56^ ^]^ CEBPB has been reported to promote tumorigenesis through STAT3, PI3K/AKT, or EMT signaling pathways in breast cancer, renal cancer, or colorectal cancer.^[^ ^57^, ^58^, ^59^ ^]^ We demonstrated that CEBPB, as well as its target genes AREG and EREG, are critical for the tumorigenesis of ESCC, which is in line with their function in other cancers.^[^ ^60^ ^]^ NRF2, a transcriptional factor that responds to irradiation,^[^ ^61^, ^62^ ^]^ has been shown to regulate CEBPB in adipogenesis.^[^ ^63^ ^]^ Whether irradiation may modulate CEBPB through NRF2 in ESCC is worth further investigation.

Since ERBB could regulate radioresistance through OXPHOS for ESCC cells, targeting mitochondrial OXPHOS or ERBB may be good strategies to enhance the irradiation efficacy. Not like metformin or phenformin, IACS‐0101759 is an extremely specific inhibitor of mitochondrial complex I under clinical trials for cancer treatment.^[^ ^64^ ^]^ Consistent with our hypothesis, IACS‐010759 significantly improved the radiosensitivity of ESCC xenograft tumors. To inhibit receptors of both AREG (ERBB1 ligand) and EREG (ERBB1/ERBB4 ligand), we selected a pan‐ERBBs inhibitor dacomitinib^[^ ^65^ ^]^ and found that dacomitinib also significantly suppressed ESCC xenograft tumors' growth when it was combined with IR. Therefore, our study found that targeting ERBB or OXPHOS can effectively enhance radiotherapy sensitivity, providing a theoretical basis for the treatment strategy of ESCC.

## 4 Experimental Section

### Human Tissues Collection

This study received approval from the Ethics Committee at Renji Hospital, Shanghai Jiao Tong University School of Medicine (Shanghai, China) (KY2020‐032). Informed consent was obtained from all participants. Eligible patients were pathologically confirmed locally advanced resectable thoracic ESCC, stage T1‐4aN1‐3M0 or T3‐4aN0M0 (stages II–IVA) according to the eighth edition of the American Joint Committee on Cancer staging manual. All patients received nCRT at Renji Hospital from 2020 to 2022. A total dose of 41.4 Gy was administered in 23 fractions, on five fractions per week. The chemotherapy regimen consisted of paclitaxel (45 mg m^−2^) and cisplatin (25 mg m^−2^), which were administered weekly on days 1, 8, 15, 22, and 29. Surgery was scheduled for 4 to 6 weeks after the course of nCRT. The response to nCRT was evaluated based on the pathological results from surgical specimens. They were classified into two groups: pathological complete response (pCR) and non‐pathological complete response (non‐pCR). The baseline clinical features for patients with pCR (*N* = 23) and non‐pCR (*N* = 36) were presented in Table S1 (Supporting Information). Serum samples were collected in the morning following an overnight fast, just before the initiation of nCRT, and after the last day of nCRT. All samples were stored at −80 °C for subsequent metabolome analysis, including untargeted and targeted detections.

### Cell Culture

ESCC cell lines, including KYSE30, KYSE410, TE‐1 were purchased from American Type Culture Collection. KYSE410 and TE‐1 were maintained in RPMI 1640 medium (Sigma‐Aldrich, USA). KYSE30 was maintained in the medium including 50% RPMI 1640, 50% Ham's F‐12, and 2 mmol L^−1^ L‐glutamine. All cell lines were maintained at 37 °C in a 5% CO_2_ atmosphere with medium supplemented with 10% fetal bovine serum (FBS, Yeasen, China) and 1% penicillin‐streptomycin (Gibco, USA). Cell culture medium was routinely assayed for mycoplasma to ensure that they were mycoplasma‐free (Yeasen).

15000 cells were seeded in MatrigelTM (15 µL) (Corning, USA) per well in 48‐well plates to do 3D culture. It was fed with Advanced DMEM/F12 (250 µL) (Gibco, USA) supplemented with HEPES (10 mmol L^−1^) (Gibco, USA), 1× Glutamax (gibco, USA), Nicotinamide (10 mmol L^−1^) (Sigma‐Aldrich, USA), N‐acetyl‐L‐cysteine (1 mmol L^−1^) (Sigma‐Aldrich, USA), Y‐27632 (10 µmol L^−1^) (Abmole, USA), A83‐01 (500 nmol L^−1^) (Yeasen, China), 1× N2 (Yeasen, China), 1× B27 (Yeasen, China), mouse recombinant epidermal growth factor (50 ng mL^−1^) (Yeasen, China), and Noggin/R‐Spondin‐conditioned medium (100 ng mL^−1^) (Yeasen, China). Then incubate at 37 °C with 5% CO2 for 2 days in a humidified incubator.

### Reagents

HPLC‐grade methanol, acetonitrile, and formic acid were purchased from Thermo Fisher Scientific (Waltham, MA, USA). 2‐chloro‐L‐phenylalanine was purchased from Sigma Aldrich (MO, USA). Ultrapure water was produced by a Mill‐Q Reference system equipped with a LC‐MS Pak filter (Millipore, MA, USA).

Rotenone was purchased from Sigma (St. Louis, USA). Amphiregulin, dacomitinib, epiregulin, varlitinib, FH‐IN‐1, IACS‐010759, and MDH1‐IN‐1 were purchased from MedChemExpress (Shanghai, China). CPI‐613, Gboxin, and 3‐nitropropionic acid (3‐NP) were purchased from Selleck (Shanghai, China). Antiymcin A was purchased from Glpbio (California, USA). For the in vivo experiment, IASC‐010759 was purchased from CSNpharm (Shanghai, China). Dacomitinib was purchased from Macklin (Shanghai, China).

### Untargeted Metabolomic Profiling

Serum samples from ESCC patients were freely thawed at 4 °C for 30 min. For each sample, pre‐chilled methanol (300 µL, containing 2‐chloro‐L‐phenylalanine (2 µg mL^−1^) as internal standard) was added to serum (100 µL) and mixed for 15 s on a vortex. Then samples were centrifuged at 12 000 rpm for 15 min at 4 °C to remove protein precipitation. After centrifugation, the supernatants were dried with nitrogen gas. The dried samples were reconstituted in 80% methanol (80 µL). The constitution was then centrifuged at 12 000 rpm for 15 min at 4 °C, and supernatant (50 µL) was transferred to a fresh glass vial for untargeted detection in UHPLC‐QTOF MS (AB sciex) and targeted detection in UHPLC‐QTRAP MS (AB sciex). The untargeted detection for LC separation was carried out using a 1290 Infinity series UHPLC System (Agilent Technologies), equipped with a Waters ACQUITY UPLC BEH Amide column (1.7 µm, 2.1 mm×100 mm). The mobile phase A was 0.1% formic acid in water, and B was acetonitrile. The analysis was carried out with elution gradient as follows: 0–0.5 min, 95% B; 0.5–7.0 min, 95%–65% B; 7.0–8.0 min, 65%–40% B; 8.0–9.0 min, 40% B; 9.0–9.1 min, 40%–95% B; 9.1–12.0 min, 95% B. The column temperature was 25 °C. The auto‐sampler temperature was set at 4 °C, and the injection volume was 2 µL.

The TripleTOF 6500 mass spectrometry (AB Sciex) was used to acquire MS/MS spectra on an information‐dependent acquisition (IDA) mode. Sample detection was performed in the negative mode of electrospray ionization (ESI) source. In each cycle, the most intensive 12 precursor ions with intensity above 100 were chosen for MS/MS at a collision energy (CE) of 30 eV. The cycle time was 0.56 s. ESI source conditions were set as follows: Gas 1 as 60 psi, Gas 2 as 60 psi, Curtain Gas as 35 psi, Source Temperature as 550 °C, Declustering potential as 60 V. After data acquisition, all the MS raw data (.wiff) files were converted to the mzXML format by ProteoWizard, and processed by XCMS^plus^ (version 3‐6‐14). The process includes feature detection, retention time alignment, grouping, and integration. Feature detection (centWave) was set as PPM = 20, Minimum Peak Width = 5, Maximum Peak Width = 40, m/z diff = 0.01. Batch correction was realized by retention time alignment (obiwarp, binSize = 0.1). Grouping was set as Minfrac = 0.5, mzwid = 0.015, minsamp = 0.5, max = 50. The missing values were replaced with the half minimum. The area for each peak was normalized to the internal standard (2‐chloro‐L‐phenylalanine). Then the dataset was imported into SIMCA‐P (16.0) to perform multivariate analysis, including PCA and PLS‐DA. Finally, peaks satisfied with VIP>1.2 (VIP = variable importance in the projection) were filtered as differentiated ions. Metabolites identification was performed based on the local library of Accurate Mass Metabolite Spectral Library Search in the MasterView 1.1 Software (AB Sciex).

### Targeted Metabolomic Analysis

For the cell sample, 3 × 10^6^ cells were plated in 10 cm dishes. When the confluence reached 90% confluency, cells were washed with PBS twice. Cells were then quenched with 1 mL pre‐chilled methanol containing 2‐chloro‐L‐phenylalanine (2 µg mL^−1^) as internal standard, and metabolites were extracted by sonication. After removing the debris by centrifugation at 12,000 rpm for 15 min, the supernatants were transferred to a fresh glass vial for targeted detection with an Agilent 1290 UHPLC system coupled to an AB QTRAP 6500 mass spectrometry (AB Sciex, USA). A Waters ACQUITY UPLC BEH Amide column (1.7 µm, 2.1 mm × 100 mm) was used for metabolites separation. The mass spectrometer was detected in multiple reaction monitoring (MRM) mode. The MRM transitions (m/z), DPs (V), and CEs (V) of targeted metabolites for cancer metabolism were referred to previous literature.^[^ ^66^ ^]^ MRM data were acquired using Analyst 1.6.1 software (AB Sciex). Chromatogram review and peak area integration were conducted using OS software (Version 1.5.0.23389, AB Sciex). The abundances of each metabolite were presented as the peak area ratio of targeted metabolites versus internal standard 2‐chloro‐L‐phenylalanine for each sample. Metabolites satisfied with *p* < 0.05 (Student's *t*‐test) were regarded as significantly different.

### Development of Radioresistance Subclone KYSE410R Cells

KYSE410 cells were plated in 25 cm^2^ culture flasks. Cells were irradiated with 2 Gy of X‐ray using a high‐energy linear accelerator (Elekta Synergy, 6 MV X‐rays, 600 MU min^−1^). Immediately after irradiation, the culture medium was renewed, and then the cells were returned to the incubator. When they reached ≈90% confluence, the cells were trypsinized and subcultured into new flasks. When they reached ≈50% confluence, the cells were again irradiated. These procedures were repeated 18 times twice a week to a dose of 36 Gy for 2 months until radioresistant cell populations were established. Clonogenic assays were used to determine the resistance level among those clones. The parental cells were trypsinized, counted, and passaged under the same conditions without irradiation.

### Cell and Tumor Irradiation

Cells were irradiated by a medical linear accelerator (Elekta Synergy, 6 MV X‐rays, 600 MU min^−1^) with 180° fields and a field size of 40 cm × 40 cm. For in vivo, mice were irradiated with a total dose of 10 Gy (6 MV X‐rays, 600 MU min^−1^) using a medical linear accelerator (Elekta Synergy).

### Cell Transfection

To knockdown AREG/EREG/CEBPB in ESCC cells, two independent shRNAs sequences were designed. Another shRNA with a non‐targeting sequence was used as a negative control (NC). Cells were plated in 6‐well plates and transfected with lentivirus, and stable cells were screened with puromycin (Invitrogen, 4 µg mL^−1^ for KYSE30, 1.0 µg mL^−1^ for TE‐1) for 2 weeks. The efficacy for AREG/EREG/CEBPB knockdown was validated by quantitative real‐time PCR.

### Western Blot

Cells were washed three times with cold phosphate‐buffered saline (PBS), and total cellular protein was extracted using RIPA lysis buffer (Qiagen, Germany) supplemented with proteinase inhibitor cocktail and phosphatase inhibitor (Roche Applied Science, Switzerland). The lysates were incubated on ice for 30 min followed by centrifugation at 4 °C, 12 000 rpm for 15 min. Protein concentrations were analyzed using the Bicinchoninic Acid Kit (Pierce, Rockford, IL). Total proteins (40 µg) were separated by 10% Sodium dodecyl sulfate – polyacrylamide gel electrophoresis (SDS‐PAGE) and transferred onto 0.22 µm polyvinylidene fluoride membrane (PDVF; Milli pore). The membranes were blocked with 5% non‐fat dried milk for an hour at room temperature, and then incubated with primary antibodies overnight at 4 °C. After washing, the membranes were incubated with appropriate horseradish peroxidase (HRP)‐conjugated secondary antibodies. The antibodies used in this study were listed in Table S6 (Supporting Information). Protein bands were visualized by the enhanced chemiluminescence (ECL) detection kit (Tanon, China). Quantification of Western blots was analyzed by Image J.

### Immunohistochemistry Staining

Paraffin‐embedded mouse or human tissues were completely deparaffinized in xylene, and the antigen was retrieved by boiling the sample for 20 min (Beyotime Biotechnology). Samples were incubated with primary antibodies at 4 °C overnight and followed by the Immunohistochemistry Application Solutions Kit (Cell Signaling Technology) according to the manufacturer's instructions. Anti‐AREG (Proteintech, 1:400 dilution, cat. no.160‐36‐1‐AP), anti‐EREG (Absin, 1:200 dilution, cat. no. abs106776), and anti CEBPB (Proteintech, 1:400 dilution, cat. no. 23431‐1‐AP) were used in the study. Wherever the IHC scores were plotted, the staining score was based on the staining strength and the number of positive cells. The positive staining rate was scored as: 0 points for less than 5%, 1 point for 5–25%, 2 points for 26–50%, 3 points for 51–75%, and 4 points for over 75%. The staining strength was scored as: non‐staining is 0 points, light yellow is 1 point, brown‐yellow is 2 points, and brown is 3 points. The final score is the multiplication of two scores and then classified into 4 grades: negative (0 points), weakly positive (1–4 points), positive (5–8 points), and strongly positive (9‐12 points).

### Quantitative Real‐Time PCR

Total RNA was extracted from cell lines using RNAfast200 kits (Fasted, Shanghai, China) according to the manufacturer's instructions, and the quality of isolated RNAs was determined by Nanodrop (Thermo Scientific, Massachusetts, USA). Reverse transcription (RT) was conducted by PrimeScript RT Master Mix (TaKaRa, Kusatsu, Japan). cDNAs were used as templates for PCR. Real‐time PCR was carried out using ChamQTM SYBR Color qPCR Master Mix (Vazyme, Nanjing, China). ATCB (β‐actin) was applied to normalize genes’ expression. The primers and oligos used in this study were showed in Table S7 (Supporting Information).

### Proliferation and Migration Analysis

CCK8 assay was applied to evaluate the proliferation capacity of ESCC cells. In brief, 1 × 10^3^ cells were plated in each well of 96 well plates. To evaluate the proliferation capacity at 0, 24, 48, and 72 h, 10 µL CCK8 reagent was added to each well and incubated with ESCC cells for 2 h. The absorbance of ESCC cells in each well was measured by a microplate reader. To explore the migration ability, RPMI 1640 (200 µL) without serum was used to resuspend ESCC cells, and added to them in upper chamber of the Transwell chamber (Corning, Inc. USA) with 1 × 10^4^ cells/well. Subsequently, 800 µL complete medium was added to the lower chamber as the chemical attractants. After incubation for 24 h at 37 °C, cells on the lower surface of the non‐coated membrane were fixed by 4% paraformaldehyde for 10 min at room temperature and then stained by crystal violet for 30 min at room temperature. Images from five representative fields of each membrane were taken by using a light microscope (10×). The number of migratory cells was counted, and the relative migration rate was calculated.

### Wound Healing Assay

The KYSE30 and TE1 cells were seeded into a 6‐well plate, and when the cell density reached 80%, a sterile 200 µL pipette tip was used to make a straight scratch line on the confluent cell monolayer. At 0, 24, and 48 h after scratch, cell migration was imaged by a light microscope (10×). Image J was used to calculate the closure.

### Colony Formation Assay

Cells (500–3000 cells per well) were seeded into 6‐well plates and maintained at 37 °C with 5% CO_2_. Then cells were irradiated with an indicated of 0, 2, 4, 6 Gy using 6 Mv X‐rays. After 14 days of incubation, the cells were rinsed with PBS, then stained with 0.5% crystal violet. The number of colonies was counted under a microscope.

### Oxygen Consumption Rate (OCR) Analysis

OCR was measured using a Seahorse XF96 analyzer (Agilent, USA). Briefly, KYSE30 and TE1 cells were seeded in XF96 well microplates (10000 cells/well) (Agilent Technologies, Sana Clara, USA) for 24 h. For OCR measurement, cells were covered with assay medium (80 µL) (XF base medium (Seahorse, 102353), 100 mmol L^−1^ sodium pyruvate, 200 mmol L^−1^ L‐glutamine, and 1 mol L^−1^ glucose) and pre‐incubated for 45 min – 1 h in a non‐CO_2_ incubator set to 37 °C. Injection ports were performed with oligomycin (1.5 µmol L^−1^), FCCP (1 µmol L^−1^), rotenone (0.5 µmol L^−1^), and Antimycin A (0.5 µmol L^−1^), which were all provided as lyophilized powders in Mito Stress Test Kit (Agilent, USA). OCR was measured in real‐time with the Mito Stress Test Kit using Seahorse XFe96 Analyzer (Agilent, USA) following the manufacturer's instructions.

### RNA Sequencing and Data Analysis

KYSE410 and KYSE410R cells were both exposed to irradiation for 4 Gy. After 24 h, the irradiated cells (KYSE410_IR & KYSE410R_IR) together with non‐irradiated (KYSE410 & KYSE410R) were all collected. Total RNA, which was extracted via TRIzoI Reagent and quantified by NanoDrop ND‐3000 (NanoDrop Technologies), following manufacturer recommendations. High‐quality RNA was used for library construction, RNA purification, reverse transcription, and sequencing at Shanghai Majorbio Biopharm Co., Ltd (Shanghai, China), following Illumina's instructions. DEGs were identified via DESeq2, with |log2FC| ≥ 1.2 and *p* adjust < 0.05 considered significant. KEGG pathway analyses were performed following the instructions.

### Tumor Xenograft Models

A subcutaneous xenograft mouse model was used to assess tumor growth. Animal experiments were approved by the Ethics Committee of the Renji Hospital, Shanghai Jiao Tong University School of Medicine (RFA2025‐532). Female nude mice with 4–6 weeks were fed for one week to adapt to the environment. KYSE30 cells were injected subcutaneously into the right thigh of the mouse at 3 × 10^6^ cells. When the tumors reached an average volume of 100 mm^3^, the mice were randomly divided into four groups: Ctrl, IR, inhibitor group, or IR combined with inhibitor. Then IR groups were sent to irradiation with 10 Gy X‐rays targeted to the tumor region. From the second day after irradiation, inhibitor of IACS‐010759 (7.5 mg kg^−1^) or dacomitinib (7 mg kg^−1^) was respectively given every other day through orally gavage. Tumor volume was measured three times a week and calculated with the formula of (length × width^^2^)/2.

To establish spontaneous lung metastasis models, 5–6 weeks nude male mice were administered 1.6 × 10⁶ KYSE30 cells with knocked‐down AREG/EREG through tail vein injection. Two months post‐injection, the mice were euthanized, and tumor nodules were examined. For paraffin embedding, the lungs were surgically removed and fixed in formalin overnight. The paraffin‐embedded lung tissues were serially sectioned, subjected to hematoxylin and eosin (H&E) staining, and imaged.

### Chromatin Immunoprecipitation PCR (ChIP‐PCR)

ChIP‐PCR assays were performed using the ChIP Assay Kit (Beyotime, #P2078, China) according to the manufacturer's instructions. Briefly, cells were crosslinked with 1% formaldehyde at 37 °C for 10 min, and added glycine solution for 5 min at room temperature. Then cells were harvested and sonicated. Chromatin was immunoprecipitated by Anti‐CEBPB antibody. IgG is used as a negative control. Primers sequences of ChIP‐PCR and CEBPB binding sites sequence are listed in Table S7 (Supporting Information).

### Luciferase Reporter Assay

Promoters of AREG or EREG were amplified and cloned into pGL3‐Basic vector. The vectors (internal control Renilla LUC, pGL3‐promoter vector, and CEBPB) were transfected into KYSE30 cells and cultured 48 h. The Luciferase activity was measured using a Dual‐Luciferase Reporter Assay System (Promega, E1910) with a Gen5 microplate reader (BIOTEK, USA).

### Statistical Analyses

All data were presented as mean ± SEM or median with lower (Q1‐1.5 × IQR) and upper (Q3 + 1.5 × IQR) whiskers. Student's *t*‐test was applied for the comparison between two groups, and two‐way ANOVA was used for tumor growth and cell growth curves by GraphPad Prism 5.0 Software. *p*‐value was considered statistically significant.

### Ethics Approval and Consent to Participate

This study was approved by the Ethics Committee at Renji Hospital, Shanghai Jiao Tong University School of Medicine (Shanghai, China). Informed consents were obtained from all participants. Animal experiments were approved by the Animal Ethics Committee at Shanghai Cancer Institute, Renji Hospital, Shanghai Jiao Tong University School of Medicine.

## Conflict of Interest

The authors declare no conflict of interest.

## Authors' Contribution

Z.L., M.Y., X.X., and D.Z. contributed equally to this work. Y.H. and X.M. conceived the idea. Y.H., X.M, and G.C. supervised the project. Z.L., M.Y., X.X., and D.Z., performed experiments and analyzed the data. L.X., L.R., X.W., Q. Y., and Y. Z. contributed to clinical sample collection and irradiation of cells or xenograft tumors. Y.D., C.C., J.G., D.Z., and Q. L. contributed to animal experiments. Y.H., G.C., Z.L., and M.Y. wrote and revised the manuscript.

## Supporting information

Supporting Information

## Data Availability

The TCGA data and GEO data referenced during the study are available in a public repository from the TCGA website and NCBI. The RNA‐seq data for KYSE410 and KYSE410R before and after irradiation were deposited in GEO database (GSE293873). All data supporting the findings of this study are available from the corresponding author upon reasonable request.

# Supplementary material for: Amphiregulin and Epiregulin Confer Radioresistance in Esophageal Squamous Cell Carcinoma Through Oxidative Phosphorylation
**Source:** Adv Sci (Weinh). 2025 Nov 9;13(6):e07524. doi: 10.1002/advs.202507524
**Supplement:** Supplementary file 1 — Supporting Information

Supporting Information

**Amphiregulin and Epiregulin confer** **radioresistance in esophageal squamous cell carcinoma through oxidative phosphorylation**

*Zhang Lin^#^*, *Meilian Yao^#^*, *Xin Xu^#^*, *Dong Zhang^#^*, *Lei Xu*, *Ling Rong*, *Xiaohang Wang*, *Yi Duan*, *Chengkun Chen*, *Jun Gu*, *Yao Zhang, Qiang Liu, Qing Ye, Gaoping Cui*^*^, *Yujun Hao*^*^, *Xiumei Ma*^*^

Z. Lin, M. Yao, D. Zhang, Y. Duan, C. Chen, J. Gu, G. Cui, Y. Hao

X. Xu, L. Xu, L. Rong, X. Wang, X. Ma

Y. Zhang

Q. Liu

Q. Ye

Zhang Lin*^#^*, Meilian Yao*^#^*, Xin Xu*^#^*, and Dong Zhang*^#^* contributed equally to this work.

**
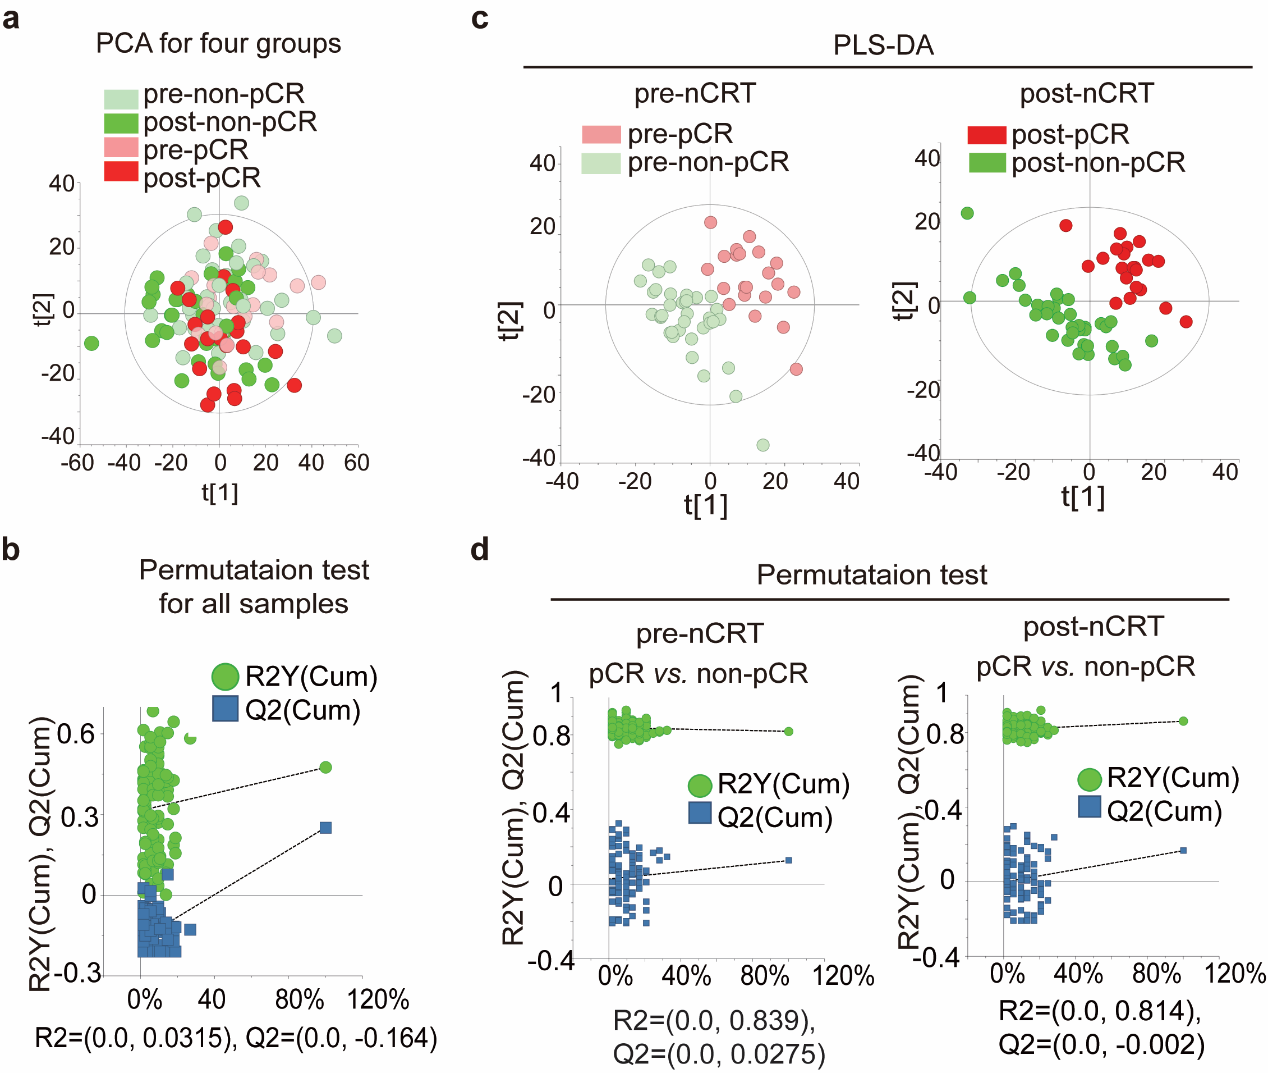
Figure S1 TCA cycle is disturbed in nCRT-responsive ESCC patients.** **a** PCA scores for metabolic profiling of serum samples from nCRT pCR and non-pCR ESCC patients before (pre) or after (post) nCRT (pCR, *n*=23; non-pCR, *n*=36). **b** Permutation tests of PLS-DA models in Figure 1a. **c** PLS-DA models for metabolic profiles from serum samples of ESCC patients before nCRT (pre-pCR vs pre-non-pCR) or after nCRT (post-pCR vs post-non-pCR) (pCR, *n*=23; non-pCR, *n*=36). **d** Permutation tests of PLS-DA models in Figure S1c.

**
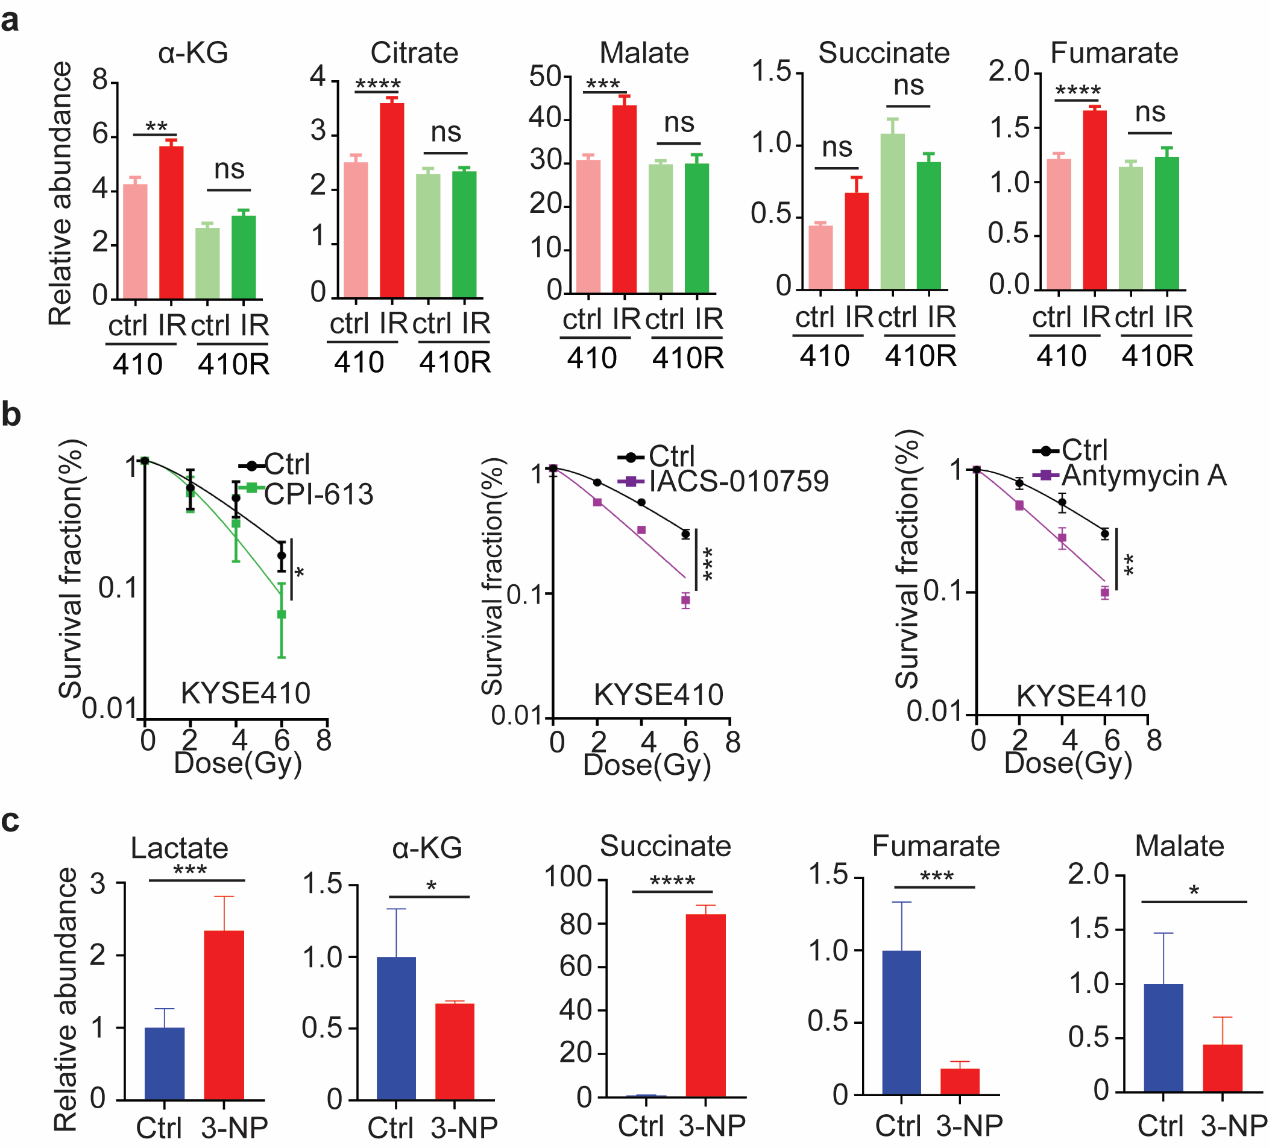
Figure S2** **Inhibition of OXPHOS enhances radiosensitivity of ESCC cells. a** Relative abundance of TCA cycle intermediates in KYSE410 (410) and radioresistant KYSE410R (410R) cells with or without irradiation (IR) were assayed by UHPLC-QTRAP MS (*n*=6). **b** Colony formation survival fractions of KYSE410 cells treated with irradiation (IR) with or without TCA cycle inhibitor (CPI-613) or OXPHOS inhibitors (IACS-010759, Antimycin A) treatment. **c** Relative abundance of TCA cycle intermediates in KYSE30 control cells and 3-NP treatment cells were assayed by UHPLC-QTRAP MS (*n*=6).

Two-way ANOVA was used for statistical analyses of a. Student's t-test was used for statistical analyses of b and c. Data are presented as mean± SEM. * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001; ns, not significant.

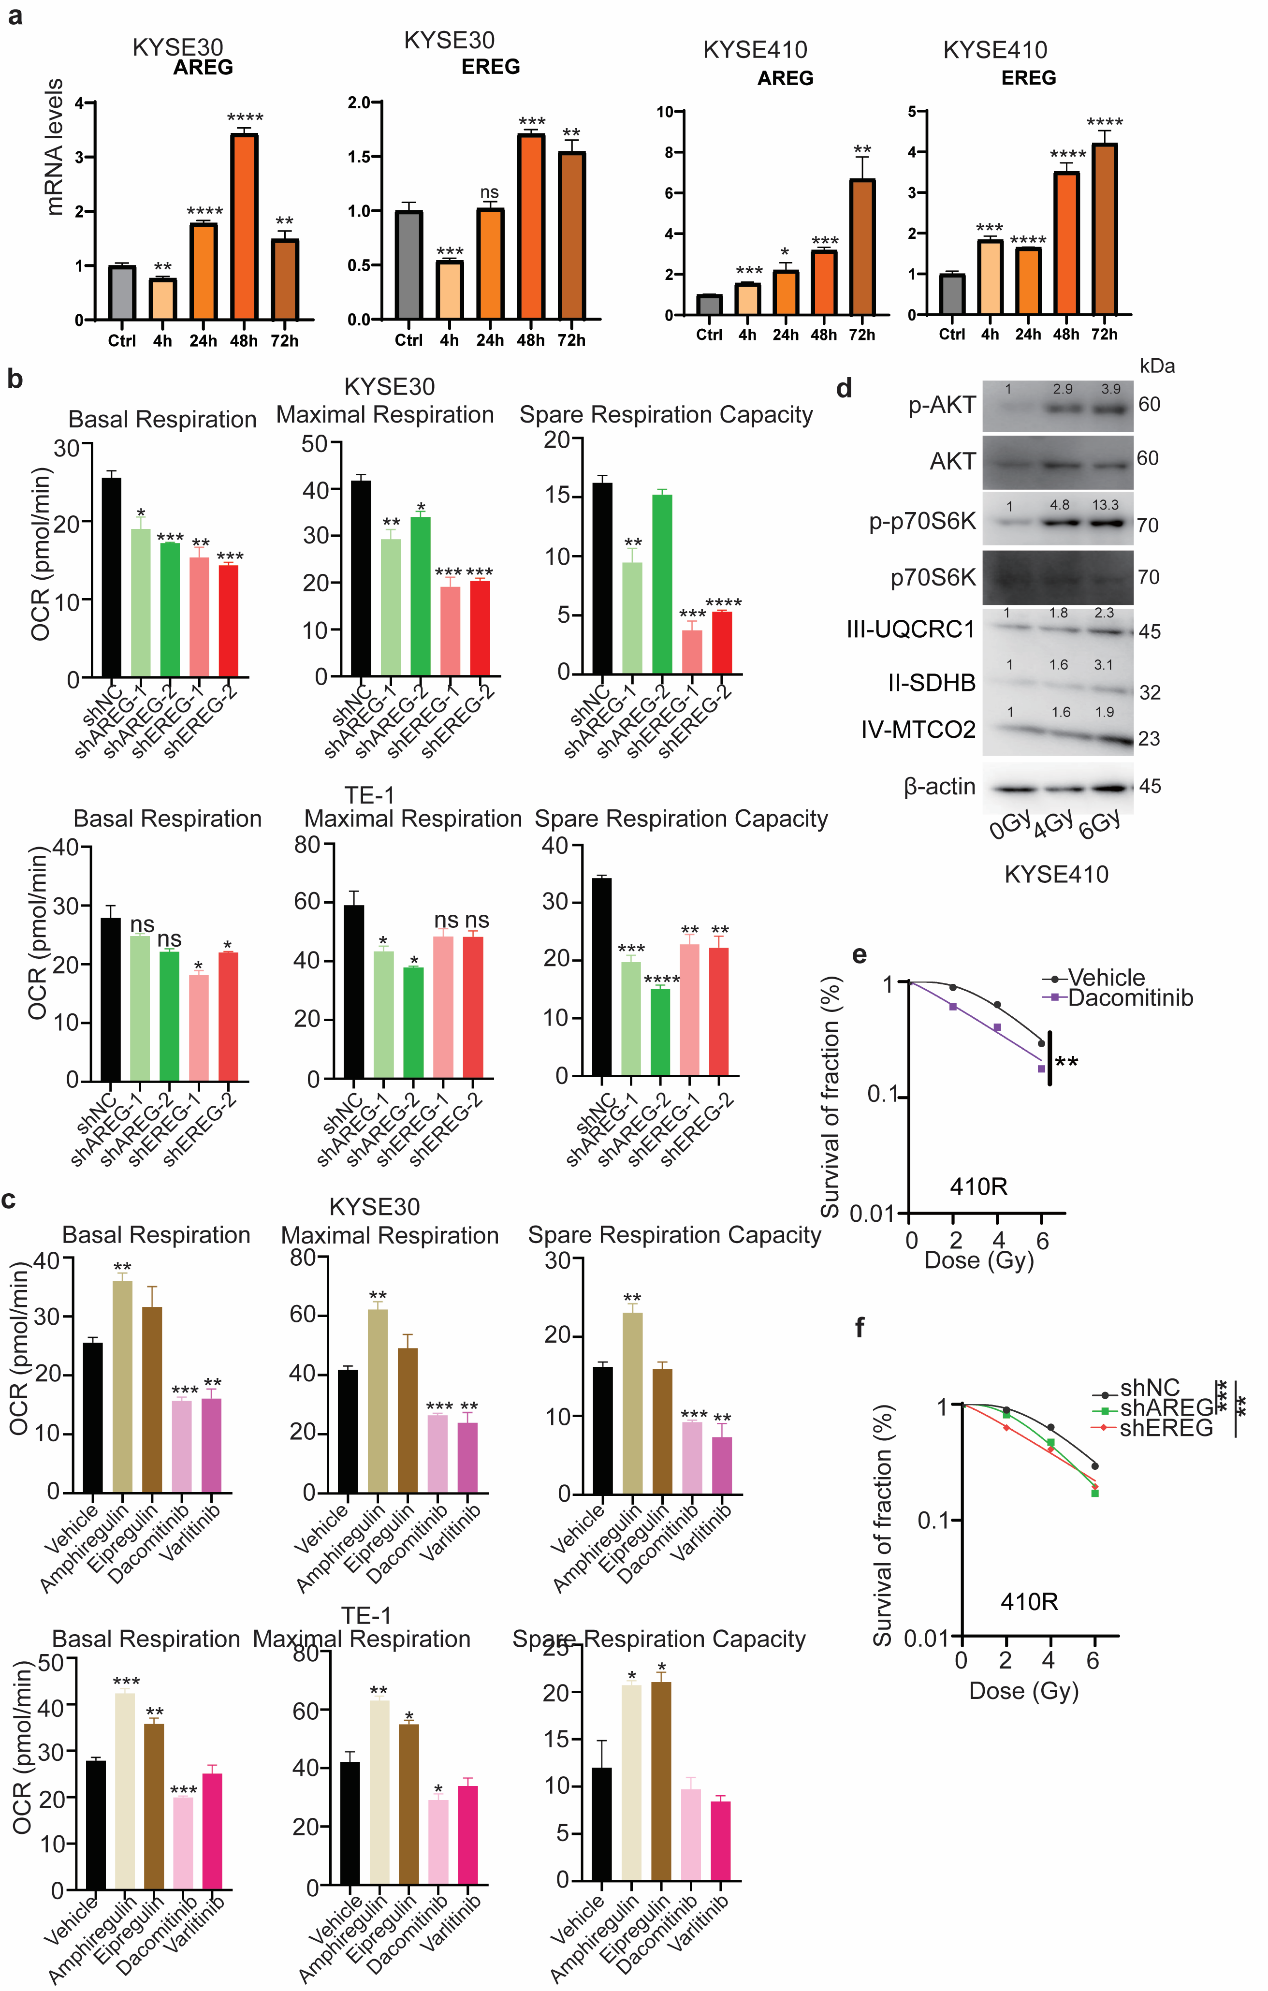
**Figure S3** **AREG and EREG regulate OXPHOS through ErbB signaling pathway. a** Irradiation induced AREG and EREG expression in ESCC cells. **b** Basal and maximal oxygen consumption rate (OCR) of control and AREG or EREG knockdown cells were measured by Seahorse analyzer. **c** Basal and maximal oxygen consumption rate (OCR) of control and AREG (Amphiregulin), EREG (Eipregulin), Dacomitinib or Varlitinib treated cells were measured by Seahorse analyzer. **d** AKT/mTOR/mitochondrial complex proteins axis was responded to irradiation in dose dependent manner. **e** ErbB inhibitors (Dacomitinib) treatment increased radiosensitivity in 410 IR-tolerant cells (410R). **f** Knockdown of AREG or EREG increased radiosensitivity of 410 IR-tolerant cells (410R).

Student's t-test was used for statistical analyses of a and b. Data are presented as mean± SEM. * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001; ns, not significant.

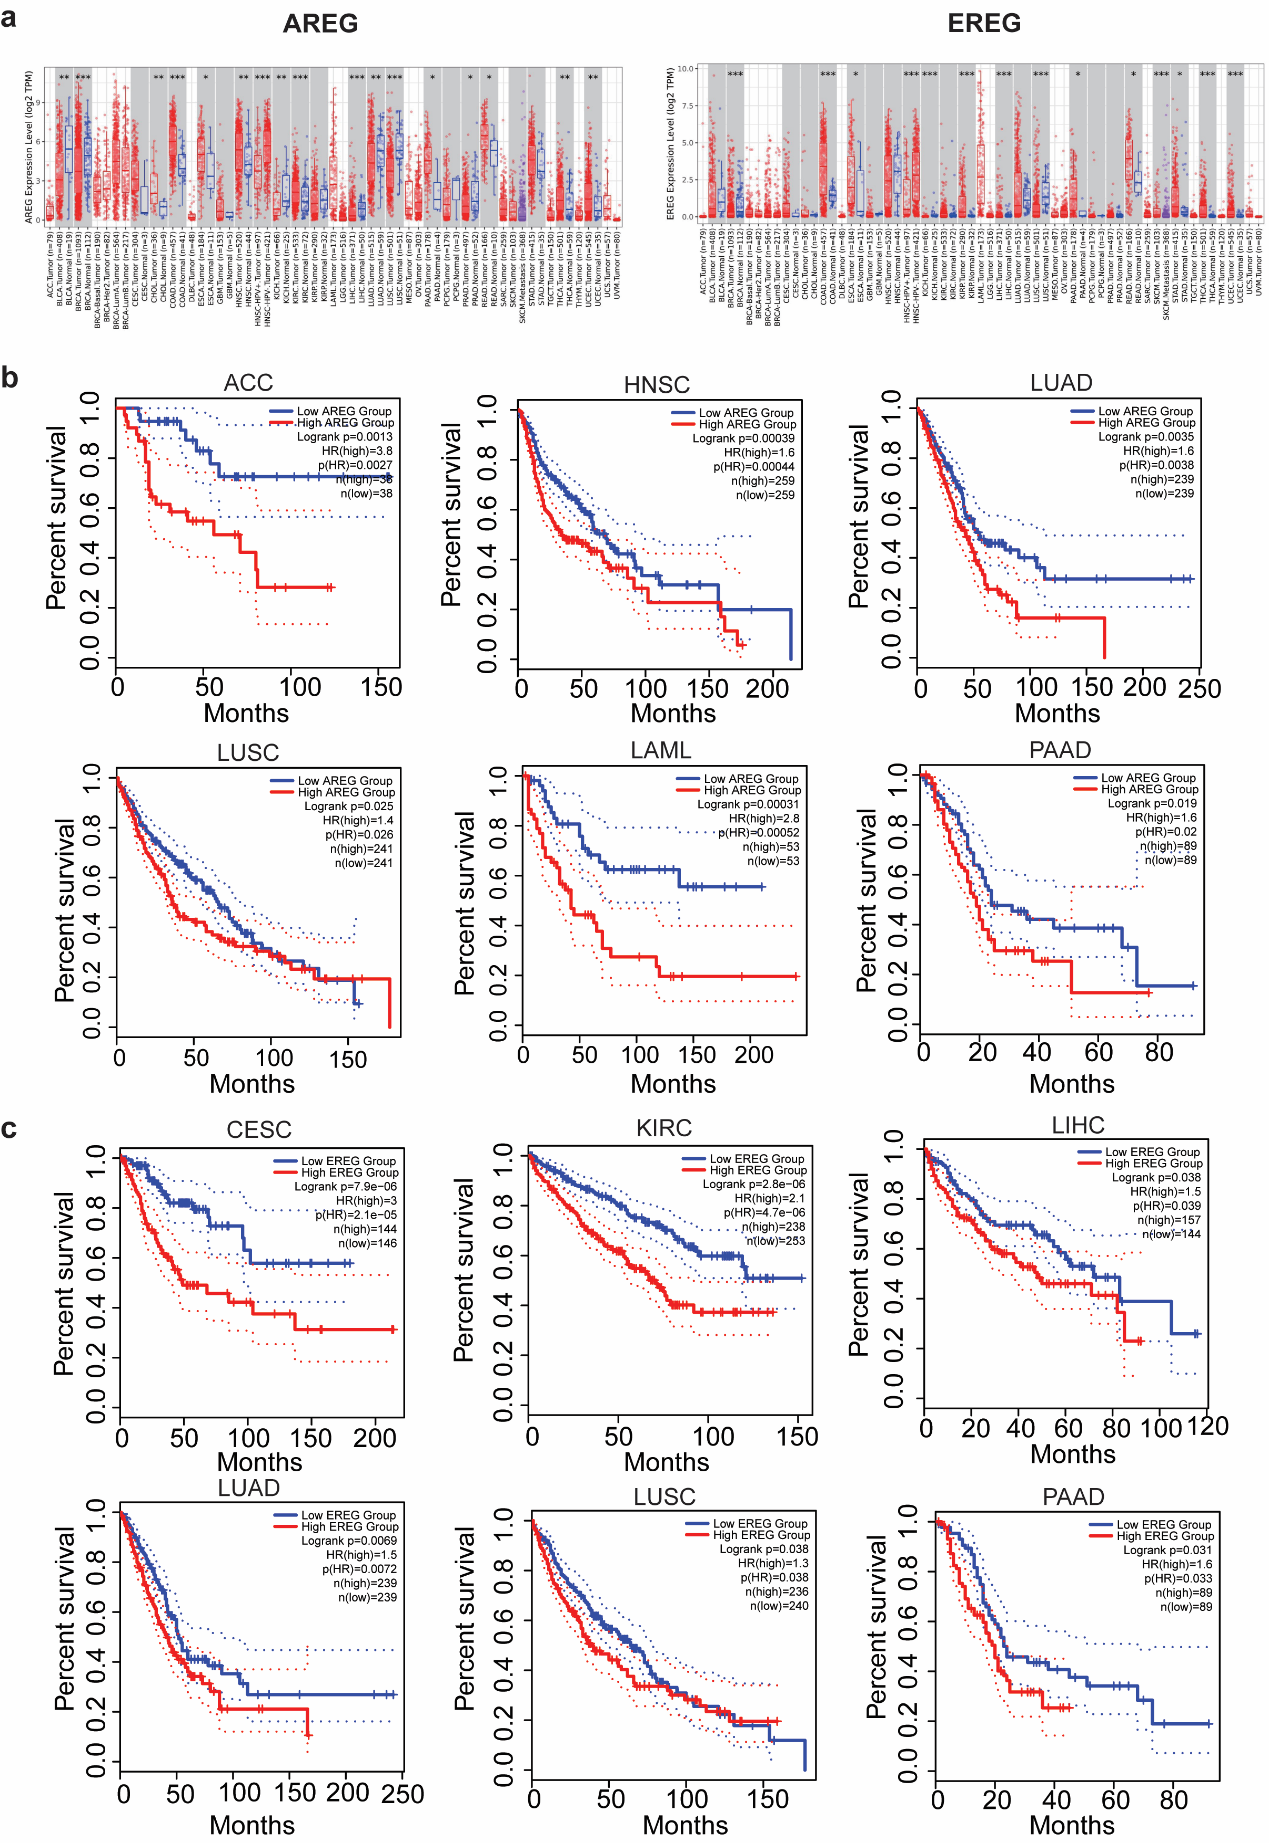
**Figure S4** **AREG and EREG are oncogenes. a** AREG and EREG were highly expressed in tumor samples compared with normal tissue samples across malignances (TIMER2.0). **b** High levels of AREG were correlated with worse overall survival of cancer patients (GEPIA). **c** High levels of EREG were correlated with worse overall survival of cancer patients (GEPIA).

Student's t-test was used for statistical analyses of a. * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001.

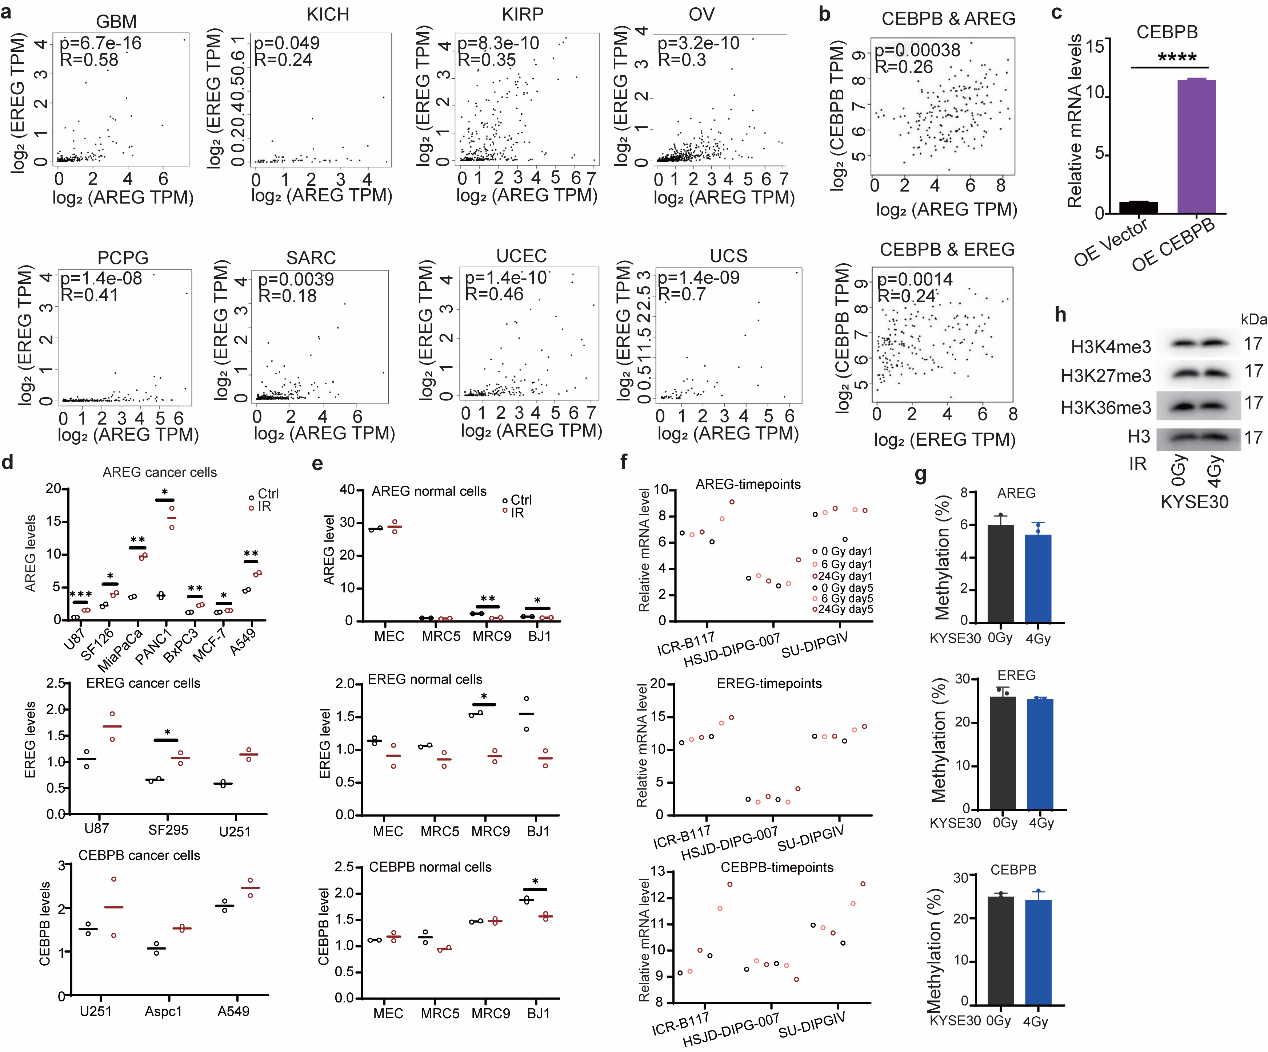
**Figure S5 AREG and EREG are co-expressed across malignances. a** The expression of AREG and EREG was highly correlated across malignances in TCGA database. **b** The expression of CEBPB was positively correlated with the expression of AREG or EREG in TCGA ESCA dataset. **c** qRT-PCR analysis showed the overexpression efficiency of CEBPB. **d** The expression of AREG, EREG, or CEBPB in control cancer cells (Ctrl) and irradiation-treated cancer cells (IR) were analyzed according to GSE10547. **e** The expression of AREG, EREG, or CEBPB in control normal cells (Ctrl) and irradiation-treated normal cells (IR) were analyzed according to GSE10547. **f** Irradiation induces the expression of AREG, EREG, and CEBPB in a time-dependent manner according to GSE291046 dataset. **g** Irradiation had no impact on DNA methylation levels on promoters of AREG, EREG, or CEBPB. **h** Irradiation had no impact on several tri-methylation of histone H3 in ESCC cells.

Student's t-test was used for statistical analyses of c, d, e. Data are presented as mean± SEM. * p < 0.05; ** p < 0.01; *** p < 0.001; **** p < 0.0001.

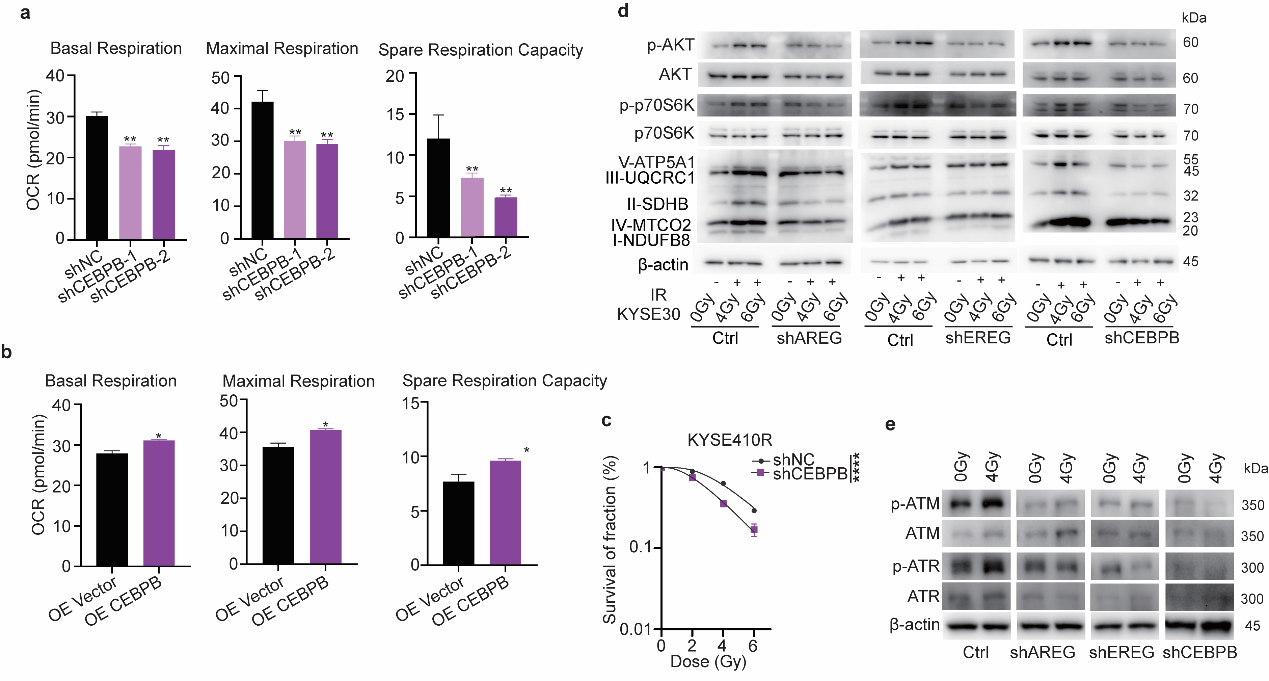
**Figure S6** **CEBPB regulates OXPHOS. a** Basal and maximal oxygen consumption rate (OCR) of control and CEBPB knockdown cells were measured by Seahorse analyzer. **b** Basal and maximal oxygen consumption rate (OCR) of control and CEBPB overexpression cells were measured by Seahorse analyzer. **c** Knockdown of CEBPB increased radiosensitivity of 410 IR-tolerant cells (410R). **d** The induction of AKT/mTOR/mitochondrial complex axis by irradiation were blocked by knockdown of AREG, EREG or CEBPB. **e** The induction of DNA damage repair pathway (pATM and pATR) by irradiation were blocked by knockdown of AREG, EREG or CEBPB.

Student's t-test was used for statistical analyses. Data are presented as mean± SEM. * p < 0.05; ** p < 0.01; **** p < 0.0001.

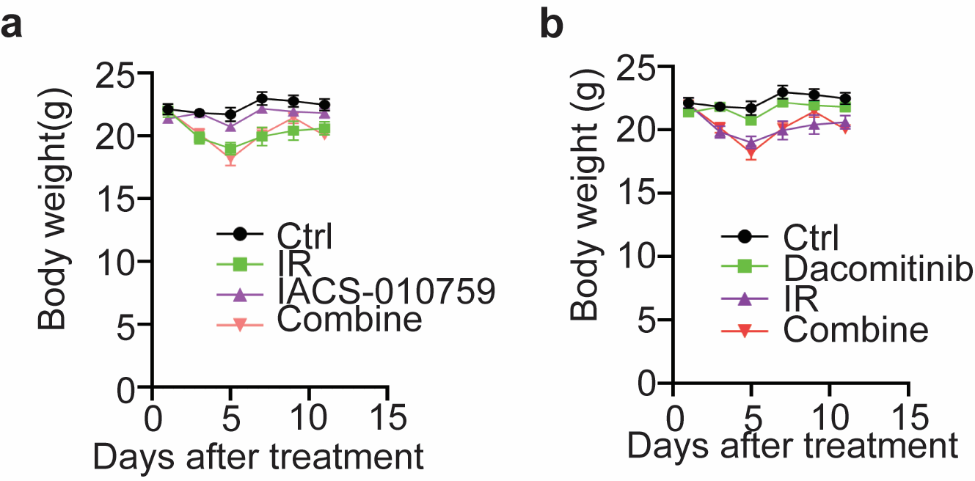
**Figure S7** **Combination of irradiation with IACS-010759 (a) or** **dacomitinib (b)** **have no effect on mice body weights.**

**Table S1 Comparison of clinical features at baseline for pCR and non-pCR ESCC patients.**

| **Clinical**  **characteristics** | **Histological response** | | ***p* value** |
| --- | --- | --- | --- |
|  | pCR [*n*/%]  N=23 | non-pCR [*n*/%]  N=36 |  |
| Age |  |  | 0.43 |
| >=65 | 11 (47.8) | 16 (44.4) |  |
| <65 | 12 (52.2) | 20 (55.6) |  |
| Gender |  |  | 0.13 |
| Male | 17 (73.9) | 33 (91.7) |  |
| Female | 6 (26.1) | 3 (8.3) |  |
| Tumor location |  |  | 0.84 |
| Upper thoracic | 2 (8.7) | 3 (8.3) |  |
| Middle thoracic | 8 (34.8) | 10 (27.7) |  |
| Lower thoracic | 13 (56.5) | 23 (63.8) |  |
| Length |  |  | 0.78 |
| <5cm | 6 (26.1) | 11 (30.6) |  |
| >=5cm | 17 (73.9) | 25 (69.4) |  |
| T stages |  |  | 0.93 |
| T2 | 1 (4.3) | 1 (2.8) |  |
| T3 | 21 (91.3) | 33 (91.7) |  |
| T4 | 1 (4.3) | 2 (5.6) |  |
| N stages |  |  | 0.86 |
| N0 | 2 (8.7) | 1 (2.8) |  |
| N1 | 14 (60.9) | 14 (38.9) |  |
| N2 | 7 (30.4) | 20 (55.6) |  |
| N3 | 0 (0) | 1 (2.8) |  |
| TNM stages |  |  | 0.28 |
| Ⅱ | 3 (28.2) | 1 (2.8) |  |
| Ⅲ | 19 (68.2) | 32 (88.9) |  |
| Ⅳa | 1 (3.6) | 3 (8.3) |  |

Chi-square test was used for statistical analyses.

**Table S2 The DEMs identified by untargeted metabolomics**

| **Untargeted detection** | | **DEMs** |
| --- | --- | --- |
| pCR *vs.* non-pCR  (for pre-nCRT) | 3β-Hydroxy-5-cholenoic acid, N-α-acetyllysine, Taurine, Erucic acid | |
| pCR *vs.* non-pCR  (for post-nCRT) | 7-Methylxanthine, 3-Phenylbutyric acid, D-α-aminobutyric acid, L-Asparagine, L-Glutamic acid | |
| pre-nCRT *vs.* post-nCRT (for pCR) | Citrulline, Homo-L-arginine, Taurine, Ornithine, Inosine, Leucinic acid, Mandelic acid, Dimethylmalonic acid, Quinic acid, 4-Ethylbenzoic acid | |
| pre-nCRT *vs.* post-nCRT (for non-pCR) | Citrulline, D-α-aminobutyric acid, L-Alanine, Taurine, Ornithine, Inosine, Leucinic acid, Uridine, L-Histidine, L-Asparagine, Homo-L-arginine, 4-Hydroxyproline, Quinic acid, Taurodeoxycholic acid, Guanosine, Uridine 5'-monophosphate,  Erucic acid, 4-Ethylbenzoic acid, D-Arginine, Glucaric acid, Pyroglutamic acid, Ascorbic acid, L-Threonine | |

| **Targeted detection** | **DEMs** |
| --- | --- |
| pCR *vs.* non-pCR (for pre-nCRT) | F6P, Uric acid, CDP |
| pCR *vs.* non-pCR (for post-nCRT) | N-acetyl-L-ornithine, AICAR, Adenosine, Ornithine, Malate, 2-Hydroxyglutarate, Dihydroxyacetone-phosphate, Pyruvate, sn-glycerol-3-phosphate, α-ketoglutarate, FMN, Uridine, Fumarate, 6-Phospho-D-gluconate, Xanthine, Lactate, Dihydroorotate |
| pre-nCRT *vs.* post-nCRT (for pCR) | Citrulline, Cystine, SAM, Spermidine, L-arginino-succinate, Betaine, Taurine, Adenosine, Pyruvate, D-glyceraldehdye-3-phosphate, Succinate, Malate, Lactate, 2-Deoxyglucose-6-phosphate, F6P, Carbamoyl phosphate, Dihydroxyacetone-phosphate, α-ketoglutarate, FMN, Deoxyribose-phosphate, Uridine, 6-Phospho-D-gluconate, G6P, 2-Hydroxyglutarate, Aconitate, sn-glycerol-3-phosphate, cAMP, Uracil, Uric acid, Fumarate |
| pre-nCRT *vs.* post-nCRT (for non-pCR) | Citrulline, Cystine, SAM, Spermidine, AICAR, Hypoxanthine, Leucine/Isoleucine, Ornithine, Proline, Guanosine |

**Table S3 The DEMs identified by targeted metabolomics**

**Table S4 Enriched KEGG pathways for DEMs of pre-pCR *vs*. post-pCR groups**

| **Pathway Name** | **Match Status** | ***p* value** | **Hit metabolites** |
| --- | --- | --- | --- |
| Arginine biosynthesis | 6/14 | 4.89E-8 | N-(L-Arginino) succinate; L-Citrulline; Carbamoyl phosphate; L-Ornithine; 2-Oxoglutarate; Fumarate |
| TCA cycle | 6/20 | 5.86E-7 | 2-Oxoglutarate; Succinate; Malate; cis-Aconitate; Pyruvate; Fumarate |
| Alanine, aspartate and glutamate metabolism | 6/28 | 5.16E-6 | Fumarate; Pyruvate; Succinate; 2-Oxoglutarate; Carbamoyl phosphate; N-(L-Arginino) succinate |
| Glycolysis/  Gluconeogenesis | 5/26 | 6.22E-5 | Pyruvate; Lactate; D-Fructose 6-phosphate; D-Glyceraldehyde 3-phosphate; Dihydroxyacetone phosphate |
| Pyruvate metabolism | 4/23 | 5.61E-4 | Pyruvate; Malate; Lactate; Fumarate |
| Pentose phosphate pathway | 4/23 | 5.40E-4 | 2-Deoxy-D-ribose 5-phosphate; D-Glyceraldehyde 3-phosphate; D-Fructose 6-phosphate; 6-Phospho-D-gluconate |
| Arginine and proline metabolism | 4/36 | 3.06E-03 | L-Ornithine; Spermidine; S-Adenosyl-L-methionine; Pyruvate |

Hypergeometric Test was used for statistical analyses.

**Table S5 Enriched KEGG pathways for DEMs of pre-non-pCR *vs*. post-non-pCR groups**

| **Pathway Name** | **Match Status** | ***p* value** | **Hit metabolites** |
| --- | --- | --- | --- |
| Arginine and proline metabolism | 5/36 | 6.97E-5 | Spermidine; Hydroxyproline; L-Proline; L-Ornithine S-Adenosyl-L-methionine |
| Valine, leucine and isoleucine biosynthesis | 2/8 | 4.43E-3 | L-Threonine; L-Leucine |
| Glutathione metabolism | 3/28 | 5.25E-3 | Pyroglutamic acid; L-Ornithine; Spermidine |
| Purine metabolism | 4/70 | 1.16E-2 | AICAR; Hypoxanthine; Inosine; Guanosine |
| Arginine biosynthesis | 2/14 | 1.37E-2 | L-Citrulline; L-Ornithine |

Hypergeometric Test was used for statistical analyses.

**Table S6 The list of antibodies used in this study**

| **Antibodies** | **Company** | **Catalog No.** |
| --- | --- | --- |
| Rabbit polyclonal antibody anti-Akt | Cell Signaling Technology | Cat# 9272, RRID: AB_329827 |
| Rabbit monoclonal antibody anti-p-Akt kinase (473) | Cell Signaling Technology | Cat# 4060, RRID: AB_2716452 |
| Rabbit polyclonal antibody anti-p-p70S6 kinase (Ser371) | Cell Signaling Technology | Cat# 9208, RRID: AB_330990 |
| Rabbit monoclonal antibody anti-p70S6 kinase | Cell Signaling Technology | Cat# 2708, RRID: AB_390722 |
| Rabbit polyclonal antibody anti-Actin | Sigma-Aldrich | Cat# A2066, RRID: AB_476693 |
| Rabbit polyclonal antibody anti-ATP5A1 | Proteintech | Cat# 14676-1-AP |
| Rabbit polyclonal antibody anti-UQCRC1 | Proteintech | Cat# 21705-1-AP |
| Rabbit polyclonal antibody anti-SDHB | Proteintech | Cat# 10620-1-AP |
| Rabbit polyclonal antibody anti-MTCO2 | Proteintech | Cat# 55070-1-AP |
| Mouse antibody anti-Phospho-Histone H2A.X (Ser139) (D7T2V) | Cell Signaling Technology | Cat# 80312 RRID: AB_2799949 |
| Rabbit Monoclonal Antibody anti-ATM | Beyotime | Cat# AF1399 |
| Rabbit polyclonal antibody anti-Phospho-ATM (Ser1981) | Beyotime | Cat# AF5743 |
| Rabbit Polyclonal Antibody anti-ATR | Beyotime | Cat# AF6267 |

**Table S7 Primers and oligos used in this study**

| **Primer name** | **Primer sequences（5’ to 3’）** | |
| --- | --- | --- |
| **Primers for** **qRT-PCR** | | |
| AREG | Forward  Reverse | GTGGTGCTGTCGCTCTTGATA  CCCCAGAAAATGGTTCACGCT |
| EREG | Forward  Reverse | GGACAGTGCATCTATCTGGTGG  TTGGTGGACGGTTAAAAAGAAGT |
| CEBPB | Forward  Reverse | AGCGACGAGTACAAGATCCG  GCTTGAACAAGTTCCGCAGG |
| *β*-actin | Forward | CATGTACGTTGCTATCCAGGC |
|  | Reverse | CTCCTTAATGTCACGCACGAT |
| **Primers for ChIP-qPCR** |  |  |
| AREG-promoter-motif-1 | Forward | GGGGATTTGAAATTCTGGCCAC |
|  | Reverse | AGTACCTGACAGAAGTCCAG |
| AREG-promoter-motif-2 | Forward | AGACCAACTGCGTGAGCTCCAA |
|  | Reverse | CTGTGGAAAGATGAAGAGGC |
| AREG-promoter-motif-3 | Forward | CTATCACCCATGATGGAGTAC |
| EREG-promoter-motif-1 | Forward | AAGCCATCTGGTCCACGCT |
|  | Reverse | GAGCTCAACTGTCTGGTGCT |
| EREG-promoter-motif-2 | Forward | GTACCACCATCTTAAGC |
|  | Reverse | GAGCTTGCAGTGAGTCGAGAT |
| EREG-promoter-motif-3 | Forward | ACGACTCCATCAGCATAGGCA |
|  | Reverse | CTTCCAATGTGGCTCAGGCAT |
| **CEBPB predict binding site for ChIP-qPCR** | | |
| AREG-motif-1 | AATTGCTTCAT(-429~-419) | |
| AREG-motif-2 | AATTGCCTCAT(-1915~-1905) | |
| AREG-motif-3 | ATGGCAAAAC(-1175~-1166) | |
| EREG-motif-1 | AGTTTCATAAT(-91~-81) | |
| EREG-motif-2 | AATTTCCTCAT(-1746~-1736) | |
| EREG-motif-3 | TATTTCCCCAG(-779~-769) | |
| **Subcloning primers** |  |  |
| pGL3 AREG promoter | Forward | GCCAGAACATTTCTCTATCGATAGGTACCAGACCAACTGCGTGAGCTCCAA |
|  | Reverse | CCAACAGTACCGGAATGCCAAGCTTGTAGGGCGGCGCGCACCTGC |
| pGL3 EREG promoter | Forward | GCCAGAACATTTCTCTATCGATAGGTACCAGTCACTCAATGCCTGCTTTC |
|  | Reverse | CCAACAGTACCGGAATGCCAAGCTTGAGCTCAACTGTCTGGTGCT |
| **Sequence for shRNAs** | | |
| AREG shRNA-1 | Forward  Reverse | GAACGAAAGAAACTTCGACAA  TTGTCGAAGTTTCTTTCGTTC |
| AREG shRNA-2 | Forward  Reverse | GAACCACAAATACCTGGCTAT  ATAGCCAGGTATTTGTGGTTC |
| EREG shRNA-1 | Forward | GCCACATAATAACCCAGTTAA |
|  | Reverse | TTAACTGGGTTATTATGTGGC |
| EREG shRNA-2 | Forward | CGTGTGGCTCAAGTGTCAATA |
|  | Reverse | TATTGACACTTGAGCCACACG |
| CEBPB shRNA-1 | Forward  Reverse | CCCGTGGTGTTATTTAAAGAA  TTCTTTAAATAACACCACGGG |
| CEBPB shRNA-2 | Forward  Reverse | CGACTTCCTCTCCGACCTCTT  AAGAGGTCGGAGAGGAAGTCG |
| shRNA-NC | Forward  Reverse | GCTTCGCGCCGTAGTCTTA  TAAGACTACGGCGCGAAGC |

How the deposited data were processed for this re-analysis (not part of the article)

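RNA-seq was available for 4 groups of cells, KYSE410, KYSE410_IR, KYSE410R and KYSE410R_IR, with 3 libraries in each and 12 in all. Groups and replicate numbers were taken from the sample labels, and all 12 columns were matched to a label by name. IR was 4 Gy, and RNA was collected 24 h later. KYSE410R had been derived from KYSE410 with a total of 36 Gy.

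The authors deposited 1 table with a TPM value per gene and library, gene lengths and annotation. The submitters' processing notes name RSEM and Bowtie 0.12.2 and the genome builds GRCh38 and mm8, with no role or order, and the annotation release is not given in the sources used here. The paper's methods state that DEGs were called by the authors with DESeq2 at an absolute log2 fold change of at least 1.2 and an adjusted p under 0.05. The table holds no counts, so a count model could not be fitted, and the tests planned for counts were replaced by limma on log2(TPM + 1), which had been planned as an alternative. The deposited TPM values have 2 decimals and sum to 1000000 per library. TPM keeps no depth, so no depth, counting interval or limit for a value of 0 can be given, and the precision rests on the spread between 3 libraries.

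Of 63241 genes in the table, 28505 were at 0 in every library, and 16214 with at least 1 TPM in at least 3 libraries were tested. No gene name was given for 20601 of the 63241 genes, and these appear under their Ensembl identifier. All 4 groups entered one limma fit with a trend of the variance on expression, and the comparisons were KYSE410_IR with KYSE410, KYSE410R_IR with KYSE410R, KYSE410R with KYSE410, KYSE410R_IR with KYSE410_IR, and the difference between the responses to IR. Adjusted p values follow Benjamini and Hochberg. A log2 fold change on the log2(TPM + 1) scale understates the change of genes with low TPM. AREG and EREG were also compared by an exact two-sided permutation test of 3 libraries against 3, whose smallest p is 0.1.

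In total 45 gene lists of pathways, cell states and cell types were fixed before the data were examined, and 43 had at least 3 tested members. For the lists described in the text, the members past the test were counted over all genes tested and over the list alone, and camera was run with a preset correlation of 0.01 between genes and, beside it, with an estimated correlation. With the estimated correlation 3 of the 43 lists passed for KYSE410_IR against KYSE410 and 0 of 43 in the other comparisons. Pathway enrichment used Fisher's exact test, one-sided, with all genes tested as the background for hand-written lists, and the annotated genes among them for the KEGG pathways of the deposited table.

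Genes named in the text were chosen by a rule written before the data were examined. They are every gene the paper names for these cells, the 6 DEGs with the largest rise and the 6 with the largest fall per comparison among genes with a symbol, a mean log2(TPM + 1) of at least 3, in place of the log2 CPM planned, and no overlap between the groups, up to 4 members with the smallest adjusted p per list described, and the shared DEGs. Genes named outside this rule are marked as named after their values were seen, except the members of the 63 genes shared at an unadjusted p and of the enrichment overlaps, which were all named after their values were seen. XIST and Y-linked genes were left out of the rule.

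The tests were checked on simulated data made from the real libraries, with 200 of the 16214 genes changed by known folds. The changed genes had a mean log2(TPM + 1) of at least 3. Noise was independent between genes, with the spread of all 12 libraries pooled. For KYSE410R against KYSE410, 52.2% of the genes changed 1.5-fold, 93.1% of those changed 2-fold and 98.8% of those changed 3-fold were recovered, and 4.69% of the calls were false.

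Other settings tried were median-ratio scaling of the TPM, no filter or a stricter filter on low TPM, a fit of only the groups compared, a block for the replicate number, other fold thresholds, another pseudocount, quantile normalization, TPM rescaled without mitochondrially encoded genes, library quality weights, removal of trends with gene length and GC content, and leaving out each library in turn. Gene length came from the deposited table, and GC content and coordinates from GENCODE release 29 on GRCh38, which gave a value for 15493 of the 16214 genes tested. Analyses were run in R 4.3.3 with limma 3.58.1 and data.table 1.17.8, and in Python 3.11.15 with matplotlib 3.10.9. All per-library columns of the table were used. The enrichment of the ErbB pathway among the DEGs between the lines is not reported here.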

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

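The tests on KYSE410 replicate 2 and the test of the S phase list without that library were chosen after the results were seen. The counts over other splits of the libraries and the tests on gene length, GC content and normalization of the mitochondrial and S phase lists were set before the values they measure were seen.

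Across the genes, 4 lists differed between KYSE410R and KYSE410 in their response to IR by the test of the difference itself (camera with a preset correlation). Mitochondrially encoded OXPHOS mRNAs had a median difference of 0.25 (camera adjusted p = 2.66e-05), glycolysis genes of -0.25 (camera adjusted p = 0.0135), S phase and E2F targets of -0.32 (camera adjusted p = 1.13e-09) and cholesterol synthesis genes of -0.18 (camera adjusted p = 0.0094), where positive means a larger rise in KYSE410R. With an estimated correlation each of the 4 had an adjusted p = 0.994, and none of their genes passed with limma for this difference (4, 0, 0 and 0 when adjusted over the list alone). In the same order 2, 11, 18 and 8 genes passed without KYSE410 replicate 2, those of the mitochondrial list higher and the others lower. The glycolysis median was then -0.45, and its call was lost without KYSE410 replicate 3 (-0.14), KYSE410R replicate 2 or KYSE410R_IR replicate 3 (camera adjusted p = 0.0593, 0.0547 and 0.0711). The cholesterol synthesis call was lost without KYSE410_IR replicate 1 (camera adjusted p = 0.0648). The genes with the lowest p were MT-ND5 (0.51), TPI1 (-0.41), TK1 (-0.49) and MVD (-0.56). The S phase difference and the rise of that list in KYSE410R without IR both rest on the unirradiated KYSE410R libraries. They are therefore not separate results.

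A signal in genes that the paper does not discuss was found in suprabasal squamous differentiation genes, with a median of 0.16 after IR in KYSE410, none of them past the test. AOC1 (3.11) and UPK1B (-3.003) had the largest rise and the largest fall of the named genes between KYSE410R and KYSE410.

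KYSE410 replicate 2 stood apart from the other libraries, with a spread of deviations from its group of 1.82 times that of the widest library of the other 3 groups. Trends with gene length and GC content explained 22.4% of the variance of its deviations, and after their removal the ratio was 1.51, so they account for part of the gap but not all of it. Without the mitochondrially encoded and the 50 most abundant other genes the ratio was 1.7, which argues against a few abundant genes. On an axis from the other KYSE410 libraries at 0 to the KYSE410R libraries at 1 it lay at 0.000873, which argues against an exchange with a KYSE410R library. Beside its longest genes (0.39), ribosomal protein and nuclear OXPHOS mRNAs deviated by -0.57 and -0.53 in this library, values that bear on RNA quality but were not set against a different state of the culture, so both stay open.

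Mitochondrially encoded mRNAs had a median log2 fold change of 0.31 after IR in KYSE410R, with none of the 13 past the test over all genes and a camera adjusted p = 0.213 with an estimated correlation. It was 0.22 with length and GC trends removed, so that change did not remove it. With median-ratio scaling it was 0.41. The median of all genes tested was -0.08 in this comparison, so that scaling shifts values up and could not have removed the rise. The spread between fits without 1 library was 0.0243. Over all settings tried the median ranged from 0.11 to 0.41, and 21 of 23 kept the camera call. Its size thus depends on the processing, and a part played by normalization stays open. A response of mitochondrial transcripts to IR in KYSE410R remains a hypothesis, found and tested on the same libraries, and the share of cells or RNA lost after IR was not measured.

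S phase and E2F targets had a median of 0.38 in KYSE410R against KYSE410 without IR, with 15 of 40 genes higher and a camera adjusted p = 0.977 with an estimated correlation. It was 0.49 without KYSE410 replicate 2 and 0.41 with length and GC trends removed, against a spread of 0.0438 between fits without 1 library, so neither that library nor these trends account for it. Of 40 G2/M and mitosis genes 1 was higher and 1 lower (0 and 1 when adjusted over the list alone, and 12 and 1 without KYSE410 replicate 2), with a median of 0.14, and of 31 replication-dependent histone genes 0 were higher and 3 lower (0 and 3 when adjusted over the list alone), with a median of -0.01. A difference in the share of cycling cells, from the line itself or from the density of the cultures, stays open, and counts of cells in S phase would test it.

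Splits of 3 libraries against 3 number 10, too few for a share under 0.05. The real split gave 0 DEGs for KYSE410_IR against KYSE410 (as large in 10 of 10 splits, as any split must be beside a count of 0, the highest of the others 3), 2 for KYSE410R_IR against KYSE410R (in 1 of 10, highest other 1), 170 for KYSE410R against KYSE410 (in 1 of 10, highest other 3) and 180 for KYSE410R_IR against KYSE410_IR (in 1 of 10, highest other 2). For genes with a different response to IR, the real grouping gave 0 and all 100 of 100 splits of the 12 libraries gave as many, as any split must beside a count of 0, so this says nothing about chance. The highest of the others was 1732, which points to a structure of the libraries, since such splits mix the lines. For DEGs in all 4 comparisons the real grouping also gave 0, so the 100 of 100 splits with as many say nothing either, with 1 as the highest of the others.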

How the results depend on the processing

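The pseudocount, quantile, rescaling, weight, length and GC, unadjusted p and combined settings were chosen after seeing the data, and the others before. DESeq2, DESeq2 with a fold change of 1.2 and TMM CPM levels were planned and not run, since the table holds no counts. Depth is unknown, so it cannot be said which low values counting limits. Of 1623 values outside the leading results, 1517 kept their direction and side of the threshold, 80 lost a call, 16 gained one and 10 reversed. Except where stated, the cause was not tested.

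Median-ratio scaling gave 1 DEG for KYSE410_IR against KYSE410 and 16 for KYSE410R_IR against KYSE410R, where AREG passed (0.89, adjusted p = 0.0169, limma). With no filter these were 1 and 0, 2 genes differed in response, and the 4q13 list in KYSE410R against KYSE410 turned to -0.0142, as more genes near 0 TPM enter it. For KYSE410R_IR against KYSE410R the stricter filter gave 1 DEG, and a fit of only the 2 groups gave 35, with AREG past the test (0.80, adjusted p = 0.0186, limma). Deviations correlated above 0.1 in 2 of 18 same-numbered pairs (-0.15 to 0.17), so no clear effect shared by replicate number was seen. The labels do not say whether same-numbered libraries were handled together, so a pairing is not excluded. With the replicate number as a block, KYSE410R_IR against KYSE410R had 0 DEGs and EREG had an adjusted p = 0.0568 there (0.94, limma). With an estimated correlation ErbB ligands lost their call in KYSE410R_IR against KYSE410R (0.11), KYSE410R against KYSE410 (0.56) and KYSE410R_IR against KYSE410_IR (0.38). In these 3 comparisons there were 14, 2296 and 1862 genes at a fold change of 1.2, 4, 285 and 294 at an absolute log2 fold change of 1, and 14, 2313 and 1869 with no fold threshold, which the looser thresholds explain. Over the 14 genes that passed after IR the responses correlated at -0.20.

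A pseudocount of 0.1 gave 4, 378 and 355 DEGs in the same 3 comparisons. Quantile normalization gave 1 for KYSE410_IR against KYSE410, where mitochondrially encoded genes turned to -0.0147, and 12 for KYSE410R_IR against KYSE410R, where AREG passed (0.87, adjusted p = 0.0214, limma). AREG also passed with TPM rescaled without mitochondrially encoded genes (0.85, adjusted p = 0.0481, limma). Weights gave 4, 52 and 257 DEGs for KYSE410_IR against KYSE410, KYSE410R_IR against KYSE410R and KYSE410R against KYSE410 (146 higher and 111 lower, against 82 and 88), 3082 genes with a different response (586 higher and 2496 lower), AREG at 0.77, a difference of EREG responses of 0.61 (adjusted p = 0.0105, limma) and a correlation of responses of -0.0889. With weights, in KYSE410_IR against KYSE410 OXPHOS nuclear subunits (-0.0904), ribosomal proteins (-0.0254) and mitochondrially encoded genes (-0.0128) reversed, as did OXPHOS nuclear subunits in KYSE410R against KYSE410 (-0.16). With length and GC trends removed, KYSE410R_IR against KYSE410R had 15 DEGs, 3 genes differed in response and AREG passed (0.68, adjusted p = 0.0493, limma). For KYSE410_IR against KYSE410, KYSE410R_IR against KYSE410R, KYSE410R against KYSE410 and KYSE410R_IR against KYSE410_IR, weights with a fold change of 1.2 gave 24, 3365, 5561 and 4093 genes, 5 in all 4, and an unadjusted p with a fold change of 1.2 gave 858, 2785, 4465 and 3885, 63 in all 4. Of the pathways taken from the paper, 2 hand-written lists were then enriched, and 2 with their KEGG genes in the table. Over all KEGG pathways of the table none passed.

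In the same order, leaving out 1 library at a time gave 0 to 1, 0 to 30, 155 to 230 and 162 to 184 DEGs, 0 in all 4, and 0 to 1652 genes with a different response. Without KYSE410 replicate 2 and at a fold change of 1.2 there were 1, 2378, 4631 and 3346. The correlation of responses ranged from -0.0799 to 0.22, AREG from 0.41 to 0.68, 0.73 to 0.88, 1.054 to 1.31 and 1.34 to 1.53, EREG from 0.30 to 0.37, 0.86 to 1.00, 1.29 to 1.43 and 1.90 to 2.01, and ErbB ligands from 0.22 to 0.36, 0.0498 to 0.14, 0.50 to 0.69 and 0.33 to 0.44. The differences of responses ranged from 0.12 to 0.39 for AREG and 0.52 to 0.66 for EREG. OXPHOS nuclear subunits ranged from -0.0776 to 0.19 in KYSE410_IR against KYSE410 and -0.19 to 0.13 in KYSE410R against KYSE410, and ribosomal proteins from -0.0262 to 0.27 in KYSE410_IR against KYSE410, each lowest without KYSE410 replicate 2 and highest without KYSE410 replicate 1. OXPHOS nuclear subunits in KYSE410R_IR against KYSE410_IR ranged from -0.0407 to 0.0357, the highest without KYSE410_IR replicate 1.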

Differences from the paper's values

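The paper's reported number of DEGs shared by the 4 comparisons is 55, at the thresholds of its methods, and the number here is 0 at the same thresholds with limma. None of the alternatives set before the data were examined reached the paper's value. An unadjusted p under 0.05 with a fold change of at least 1.2 gave 63 genes, less than 1.5 times the paper's value, and was chosen after seeing the values. It keeps AREG and EREG, so it drops 0 of these 2 genes. Library weights with a fold change of at least 1.2, also chosen after seeing the values, gave 5 genes and dropped both.

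The paper's number of DEGs for KYSE410_IR against KYSE410 is about 490 in Fig. 3a, summed from the diagram and read by eye, and the number here is 0. No alternative, set before the data were examined or added later, came within 1.5 times of the paper's value, the closest in ratio being 858 at an unadjusted p under 0.05 with a fold change of at least 1.2, chosen after seeing the values. For KYSE410R_IR against KYSE410R it is about 3500 in Fig. 3a, read by eye, and 2 here. For KYSE410R against KYSE410 it is about 5100 in Fig. 3a, read by eye, and 170 here. For KYSE410R_IR against KYSE410_IR it is about 5000 in Fig. 3a, read by eye, and 180 here. None of the alternatives set before the data were examined reached the paper's value for these 3 comparisons. All 3 of the following settings, each chosen after seeing the values and each with a fold change of at least 1.2 in place of the paper's stated log2 threshold, came within 1.5 times of the paper's values for all 3 comparisons. Without KYSE410 replicate 2 there were 2378, 4631 and 3346 genes, with library weights 3365, 5561 and 4093, and at an unadjusted p under 0.05 2785, 4465 and 3885. AREG and EREG were called in these 3 comparisons under each of these settings, so 0 of the 2 genes are dropped there. Whatever the p, 104, 105, 261 and 246 of the 16214 genes had an absolute log2 fold change of at least 1.2 in the 4 comparisons, and with a pseudocount of 0.1 and all 34736 genes above 0 TPM the numbers were 1691, 1738, 2408 and 2310.

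The paper states that IR raised AREG in ESCC cells (Fig. 3d). AREG had a log2 fold change of 0.57 in KYSE410 (adjusted p = 0.527, limma) and 0.80 in KYSE410R (adjusted p = 0.0678, limma), in the direction the paper states but short of the threshold. Before adjustment its p was 0.00317 in KYSE410 (95% interval 0.24 to 0.91) and 0.000268 in KYSE410R (limma). In KYSE410R it passed with median-ratio scaling (adjusted p = 0.0169, limma) and in a fit of only the 2 groups (adjusted p = 0.0186, limma), both set before the data were examined, and with the added settings of quantile normalization (adjusted p = 0.0214, limma), TPM rescaled without mitochondrially encoded genes (adjusted p = 0.0481, limma), library weights (adjusted p = 0.00431, limma) and length and GC trends removed (adjusted p = 0.0493, limma), chosen after seeing the values. EREG passed in KYSE410R (0.94, adjusted p = 0.0212, limma) and not in KYSE410 (0.34, adjusted p = 0.612, limma), where its unadjusted p was 0.00657 (limma). The mean TPM of AREG and EREG in each of the 4 groups match the bars of Fig. 3d, read by eye.

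The paper names colorectal cancer, ErbB, TGF-β and MAPK pathways for its shared DEGs. Among the 63 genes shared at an unadjusted p, ErbB and MAPK passed (adjusted p = 0.0167 for both, Fisher's exact test), the colorectal cancer pathway did not (adjusted p = 0.0809, same test) and the TGF-β pathway held 0 genes. The adjustment covered only lists taken from the paper, and AREG and EREG count in both lists that passed. Over all KEGG pathways annotated in the deposited table none passed (lowest adjusted p = 0.554, same test). The 63 genes come from the same libraries at a threshold chosen after seeing the values, so these tests are no independent check.

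The paper states that IR raised CEBPB transcription (Fig. 5i), and whether the cells of that panel are those sequenced was not established here. In the RNA-seq CEBPB was at 88.4 ± 17.1 TPM in KYSE410 and 86.9 ± 18.4 TPM in KYSE410_IR, and at 149 ± 6.41 TPM in KYSE410R and 104 ± 36 TPM in KYSE410R_IR (SD, n = 3 in each group). The log2 fold change after IR was -0.03 in KYSE410 (adjusted p = 0.984, limma) and -0.56 in KYSE410R (adjusted p = 0.218, limma), and without IR CEBPB was higher in KYSE410R than in KYSE410 (0.76, adjusted p = 0.0439, limma), a call lost in 8 of 12 fits that each left out 1 library (adjusted p up to 0.137). The fall after IR in KYSE410R did not pass in 21 of 22 other settings (lowest adjusted p = 0.0212, limma). The difference of responses did not pass in 20 of 21 (lowest adjusted p = 0.0455, limma). The KYSE410R_IR libraries were split, with replicate 2 at 145.59 TPM and replicates 1 and 3 at 88.66 and 78.85 TPM.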

Other observations

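OXPHOS genes, whose proteins the paper measures, differed in both directions as mRNA. Of 79 nuclear OXPHOS subunit genes, 6 were higher in KYSE410R than in KYSE410 without IR and 2 were lower (6 and 1 when adjusted over the list alone), with a median of 0.02 (camera adjusted p = 0.395). Of these genes 10 were higher and 27 lower without KYSE410 replicate 2, and the median was -0.19 (camera adjusted p = 0.000314, and adjusted p = 0.618 with an estimated correlation). Of the 13 mitochondrially encoded genes 0 were higher and 2 lower in KYSE410R without IR (0 and 5 when adjusted over the list alone), MT-ND5 at -0.50 (adjusted p = 0.00271, limma) and MT-ND1 at -0.31 (adjusted p = 0.0159, limma), while 5 were lower without KYSE410 replicate 2, with a median of -0.18 (camera adjusted p = 0.00298, and adjusted p = 0.618 with an estimated correlation). ATP5F1A, which encodes the complex V protein named in the paper, was higher in KYSE410R without IR (0.48, adjusted p = 0.003, limma) and in the irradiated cells (0.49, adjusted p = 0.00294, limma). SDHB of complex II (-0.02, adjusted p = 0.918, limma), UQCRC1 of complex III (0.40, adjusted p = 0.148, limma) and MT-CO2 of complex IV (0.02, adjusted p = 0.893, limma) did not pass without IR, but UQCRC1 did without KYSE410 replicate 2 (0.67, adjusted p = 0.000281, limma). In that fit UQCRC1 (-0.68) was lower and MT-CO2 (0.31) higher after IR in KYSE410R, and UQCRC1 (-0.28) was lower and MT-CO2 (0.26) higher in KYSE410R_IR than in KYSE410_IR. The complex I genes NDUFB9 (0.54) and NDUFS3 (0.37) were higher in KYSE410R and the supercomplex gene COX7A2L (-0.52) and the complex IV gene COX7A2 (-0.81, adjusted p = 0.0434, limma) were lower. COX7A2 was also lower in the irradiated cells (-0.84, adjusted p = 0.0434, limma), and these calls were lost in 11 and 9 of 12 fits without 1 library (adjusted p up to 0.139 and 0.123, limma). Of the glycolysis genes the paper names, LDHA (0.08), HK2 (0.40), SLC2A1 (-0.22) and PDK1 (-0.06) did not pass in any of the 4 comparisons. Neither did AKT1 (0.64, adjusted p = 0.0637, limma) and RPS6KB1 (-0.09, adjusted p = 0.694, limma), which encode AKT and p70S6K, nor ATM (-0.10), ATR (-0.05), IDH2 (0.08), NFE2L2 (-0.27) and STAT3 (0.13), all values being those of KYSE410R against KYSE410. In that comparison AKT1 (0.93), HK2 (0.59) and STAT3 (0.37) passed without KYSE410 replicate 2, where AKT1 (-0.61) and STAT3 (-0.27) also passed after IR in KYSE410R, and HK2 (0.49), SLC2A1 (-0.52) and LDHA (-0.16) between the irradiated cells.

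Suprabasal squamous genes went in both directions between the lines. Of 19 such genes tested, 5 were higher in KYSE410R without IR and 4 were lower (6 and 5 when adjusted over the list alone, and 6 and 6 without KYSE410 replicate 2). The calgranulin gene S100A9 was higher by 2.99 on the log2 scale (SE 0.264, adjusted p = 6.82e-05, limma) and the protease inhibitor gene SERPINB1 by 0.99, while SCEL, which encodes sciellin, was lower (-1.39, SE 0.0945) and so was the kallikrein gene KLK6 (-1.32). In the irradiated cells PI3, which encodes elafin, was higher in KYSE410R_IR by 2.67. Of 6 genes of the C/EBP family, 3 were higher in KYSE410R without IR and none was lower (3 when adjusted over the list alone), CEBPA at 0.67, CEBPD at 0.58 and CEBPB, whose call was lost without any 1 of 8 libraries (adjusted p = 0.0555 to 0.137, limma). Of 37 p53 target genes, 4 were higher and 5 lower in KYSE410R without IR (4 and 6 when adjusted over the list alone), with PMAIP1 and AEN (0.79) higher and SESN1 (-0.72) and TP53INP1 (-0.78) lower, while without KYSE410 replicate 2, 10 were higher and 7 lower. After IR, CDKN1A had a value of 0.35 in KYSE410 and did not pass (adjusted p = 0.744, limma). Of 6 genes of the 4q13 growth factor and chemokine cluster none passed after IR in KYSE410, and the 2 that were higher when adjusted over the list alone were AREG and EREG. The median was 0.32 (camera adjusted p = 4.22e-06, and adjusted p = 0.0272 with an estimated correlation, and adjusted p = 0.213 without KYSE410 replicate 2).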
